# Novel Immune Modulators Enhance *Caenorhabditis elegans* Resistance to Multiple Pathogens

**DOI:** 10.1128/mSphere.00950-20

**Published:** 2021-01-06

**Authors:** Nicholas A. Hummell, Alexey V. Revtovich, Natalia V. Kirienko

**Keywords:** *C. elegans*, *E. faecalis*, MDT-15/MED15, NHR-49/HNF4, *P. aeruginosa*, PMK-1/p38 MAPK, *S. aureus*, high-throughput screen, immune modulators

## Abstract

Traditionally, treatments for bacterial infection have focused on killing the microbe or preventing its growth. As antimicrobial resistance becomes more ubiquitous, the feasibility of this approach is beginning to wane and attention has begun to shift toward disrupting the host-pathogen interaction by improving the host defense. Using a high-throughput, fragment-based screen to identify compounds that alleviate Pseudomonas aeruginosa-mediated killing of Caenorhabditis elegans, we identified over 20 compounds that stimulated host defense gene expression. Five of these molecules were selected for further characterization. Four of five compounds showed little toxicity against mammalian cells or worms, consistent with their identification in a phenotypic, high-content screen. Each of the compounds activated several host defense pathways, but the pathways were generally dispensable for compound-mediated rescue in liquid killing, suggesting redundancy or that the activation of unknown pathway(s) may be driving compound effects. A genetic mechanism was identified for LK56, which required the Mediator subunit MDT-15/MED15 and NHR-49/HNF4 for its function. Interestingly, LK32, LK34, LK38, and LK56 also rescued C. elegans from P. aeruginosa in an agar-based assay, which uses different virulence factors and defense mechanisms. Rescue in an agar-based assay for LK38 entirely depended upon the PMK-1/p38 MAPK pathway. Three compounds—LK32, LK34, and LK56—also conferred resistance to Enterococcus faecalis, and the two lattermost, LK34 and LK56, also reduced pathogenesis from Staphylococcus aureus. This study supports a growing role for MDT-15 and NHR-49 in immune response and identifies five molecules that have significant potential for use as tools in the investigation of innate immunity.

**IMPORTANCE** Trends moving in opposite directions (increasing antimicrobial resistance and declining novel antimicrobial development) have precipitated a looming crisis: the nearly complete inability to safely and effectively treat bacterial infections. To avert this, new approaches are needed. One idea is to stimulate host defense pathways to improve the clearance of bacterial infection. Here, we describe five small molecules that promote resistance to infectious bacteria by activating C. elegans’ innate immune pathways. Several are effective against both Gram-positive and Gram-negative pathogens. One of the compounds was mapped to the action of MDT-15/MED15 and NHR-49/HNF4, a pair of transcriptional regulators more generally associated with fatty acid metabolism, potentially highlighting a new link between these biological functions. These studies pave the way for future characterization of the anti-infective activity of the molecules in higher organisms and highlight the compounds’ potential utility for further investigation of immune modulation as a novel therapeutic approach.

## Abstract (precis)

Trends moving in opposite directions (increasing antimicrobial resistance and declining novel antimicrobial development) have precipitated a looming crisis: a nearly complete inability to safely and effectively treat bacterial infections. To avert this, new approaches are needed.

## INTRODUCTION

Pseudomonas aeruginosa is an opportunistic human pathogen that presents a serious problem for patients with weakened immune systems, severe burns, or cystic fibrosis (1, 2). Infection frequently occurs in hospital settings and typically involves multidrug-resistant strains that are insensitive to frontline treatments like β-lactams or aminoglycosides. Problematically, the pathogen is inherently resistant to many classes of antimicrobials and readily acquires new resistance mechanisms via horizontal gene transfer. As a consequence, the number of treatments available continues to ebb.

Unfortunately, the number of pharmaceutical companies pursuing antimicrobial agents, and hence the number of new drug applications for novel antimicrobials, has been dwindling for decades (3). From 1980 to 1990, at least 30 new drug applications were filed for antimicrobials, while the decade from 2000 to 2010 yielded only 7 (4). Alternative therapies to combat the growing threat of antimicrobial resistance are sorely needed.

One potential approach to this problem is to stimulate host immune pathways to promote defense. A more effective defense may minimize, or even prevent, the spread of infection in the body, limiting the damage to the host and allowing the healing process to begin. This also has the side benefit of reducing the pressure placed on the pathogen to evolve resistance, since the drugs target the host instead. The use of immunostimulatory compounds is increasingly common, as well. For example, recombinant cytokines like alpha interferon (IFN-α) and IFN-β are used to modulate the immune response to chronic hepatitis B and hepatitis C viruses, while TLR7 agonists are used in cancer immunotherapy (5–7). Promisingly, both lyophilized bacteria and bacterial lysates have been shown to effectively prevent bacterial infection (8), although these treatments occurred prior to exposure. Immunostimulatory compounds may be a fertile area to search for effective alternative treatments for multidrug-resistant pathogens.

Traditional drug discovery typically involves identification of a promising, druggable target and then screening tens of thousands to millions of compounds to identify those that bind with the highest affinity (9–11). Although this method can be effective, it is beset by several shortcomings. First, the assays are often done *in vitro*, which does not always accurately predict *in vivo* activity. Second, *in vitro* assays are rarely informative about toxicity or bioavailability. Third, despite significant attempts to remove them from screening libraries, *in vitro* screening hits are notoriously plagued by pan-assay interference compounds (PAINS), which are classes of small molecules (e.g., covalent modifiers, chelators, etc.) that appear as false hits in a disproportionate number of drug screens (12, 13). PAINS are often pursued in futile drug development efforts before it becomes clear that their chemistry is unsuitable for biomedical use because of unavoidable off-target activities (12, 13). Fourth, despite the relatively high number of compounds used, these libraries usually still explore a relatively restricted portion of chemical space. Finally, screening conditions very rarely recapitulate host-pathogen interactions. This ignores the potential for either participant to metabolize the compound into a toxic or ineffective metabolite and squanders the opportunity to identify disruptors of these interactions.

New approaches have been developed to address these concerns. Phenotypic and high-content screens, for example, have rapidly gained popularity. These methods use cells, or even whole organisms, as a screening population. As digital storage and computer analysis have become less expensive and more powerful, screening criteria have also become more complex, including measures such as cell or organism viability, ultrastructural details, or even image-based phenotypes. One clear advantage of these methodologies is that host viability can be used as a hit criterion, which rapidly eliminates toxic or biologically unavailable compounds from the pool of hits.

Another advantage of these screens is that they have the potential to simultaneously identify compounds targeting multiple host and pathogen biochemical pathways. If both host and pathogen are present, immune stimulators may be identified as well, since whole organisms can be screened for the activation of desired immune responses with real-time readout of fluorescence or luminescence (14, 15). There has also been a shift in the chemical libraries used for screening from large, complex molecules that very tightly interact with their targets to smaller, more nimble fragments that will have lower affinity but are also less likely to be completely blocked by steric inhibition if they do not have an ideal fit. This shift allows even weak, partial matches to provide some information that can be used for lead development.

Caenorhabditis elegans represents a nearly ideal host for these screens. In addition to its other well-known benefits as a model organism (simple genetic manipulation, large number of progeny, short generation time, tremendous available knowledge about host biology, and its transparent body), it combines a small size (allowing for assay miniaturization and screening in 384-well plates) with differentiated tissues for neurological, digestive, muscular, and reproductive function. Finally, its innate immune system shares many features with mammals, including the p38 mitogen-activated protein kinase (MAPK), β-catenin, and FOXO pathways (16). Despite the evolutionary distance between C. elegans and humans, host-pathogen interactions are surprisingly similar (17).

We previously carried out a high-throughput, high-content, fragment-based phenotypic screen for small molecules capable of extending C. elegans survival during exposure to P. aeruginosa in liquid (14). In the process, ∼70 novel small molecules were identified, some of which possessed antibacterial or anti-virulence properties (14, 18, 19). However, a number of hits had no apparent effect on bacterial growth (suggesting that they are not antimicrobials) and also did not prevent the production or the function of pyoverdine (the most important virulence determinant in the assay used for the screen). Therefore, we hypothesized that at least some of these molecules may improve C. elegans survival by augmenting host defense responses.

In this study, we report the identification of five molecules, here called LK32, LK34, LK35, LK38, and LK56 stimulators of innate immunity in C. elegans. All five promoted host survival during exposure to P. aeruginosa in liquid killing, while LK32, LK34, LK38, and LK56 also restricted host killing in a classical slow-kill assay with P. aeruginosa. LK32, LK34, and LK56 improved resistance to Enterococcus faecalis, and LK34 and LK56 conferred resistance to Staphylococcus aureus as well. All four assays use different virulence determinants, indicating the most likely explanation is increased host immune function. Transcriptional profiling indicated that each compound activated a variety of host stress and innate immune effectors. A genetic mechanism was identified for the function of LK56 in rescue against P. aeruginosa, E. faecalis, and S. aureus in liquid, which uses MDT-15/MED15 and NHR-49/HNF4. Although both of these genes have been implicated in defense in C. elegans, this is the first report of the two of them participating in the same process in innate immunity. We also determined that LK38 depends on the PMK-1/p38 MAPK pathway (and its upstream members NSY-1/MAP3K and SEK-1/MAPKK) in slow killing.

## RESULTS

### Identification of potential immunostimulants.

For the first round of characterization, 69 novel small molecules previously selected on the basis of their ability to improve C. elegans survival during exposure to P. aeruginosa in liquid (14) were tested for the ability to interfere with bacterial growth. MICs were determined for each compound by growing P. aeruginosa strain PA14 in static culture in 384-well plates with serial 2-fold dilutions of compounds. No worms were used in these assays. Next, effective rescue concentrations (EC; defined as the minimum concentration that results in statistically significant survival, compared to dimethyl sulfoxide [DMSO]) (15, 18) were determined for each compound using the standard P. aeruginosa liquid killing assay. Sterile *glp-4(bn2)* worms were used in all liquid-based assays to limit artifacts (i.e., unlaid eggs will hatch and cause matricide).

The ratio of MIC to EC was determined for each of the 69 compounds. We have previously used this as a simple way to identify compounds whose salubrious effects are primarily driven by limiting bacterial growth. For example, since antimicrobials’ mechanism of rescuing C. elegans’ death is contingent on preventing bacterial growth, they generally have MIC/EC ratios close to 1.0. Ciprofloxacin, gentamicin, and polymyxin B, for example, are conventional antimicrobials that kill P. aeruginosa and rescue worms in the liquid killing assay. These drugs have MIC/EC ratios that range from 0.57 to 2.7 (18). In contrast, compounds that prevent pyoverdine biosynthesis or function, such as 5-fluorocytosine, LK11, LK31a, and PQ3c, exhibit MIC/EC ratios that range from 15 to >35 (14, 18, 19). For compounds with an MIC/EC ratio of >10, indicating a nonantimicrobial mechanism, the expression of 115 genes involved in C. elegans host defense pathways was evaluated using a previously designed custom nanoString codeset (18). Based on these data, about 20 small molecules upregulated host defense pathways.

Based on MIC/EC ratios, upregulation of C. elegans defense responses, and favorable chemical properties, five small molecules were selected for further study: LK32, LK34, LK35, LK38, and LK56 (the structures are shown in Fig. 1A; the results of the nanoString assay are presented in Table S1 in the supplemental material). Analysis of these compounds using Lipinski’s rules, a simple, empirically derived set of principles commonly used to assess oral bioavailability (20), indicated that the compounds had favorable characteristics for being absorbed through the intestinal lining (Fig. 1B). This is often considered a desirable characteristic early in the drug development pipeline. These compounds showed EC values for C. elegans from P. aeruginosa at low- to mid-micromolar concentrations (Fig. 1C). These concentrations were consistent with values normally seen for primary hits from fragment-based screening due to the smaller drug fragments (21). Rescue in liquid killing was dose dependent, as expected, indicating some level of specificity, with the exception of LK32 (see Fig. S1 in the supplemental material). We also tested these strains against a P. aeruginosa isolate from a pediatric cystic fibrosis patient, P. aeruginosa PA2-61, that we previously characterized (22). LK34, LK38, and LK56 demonstrated dose-dependent rescue in this strain as well (Fig. 1D).

**FIG 1:**
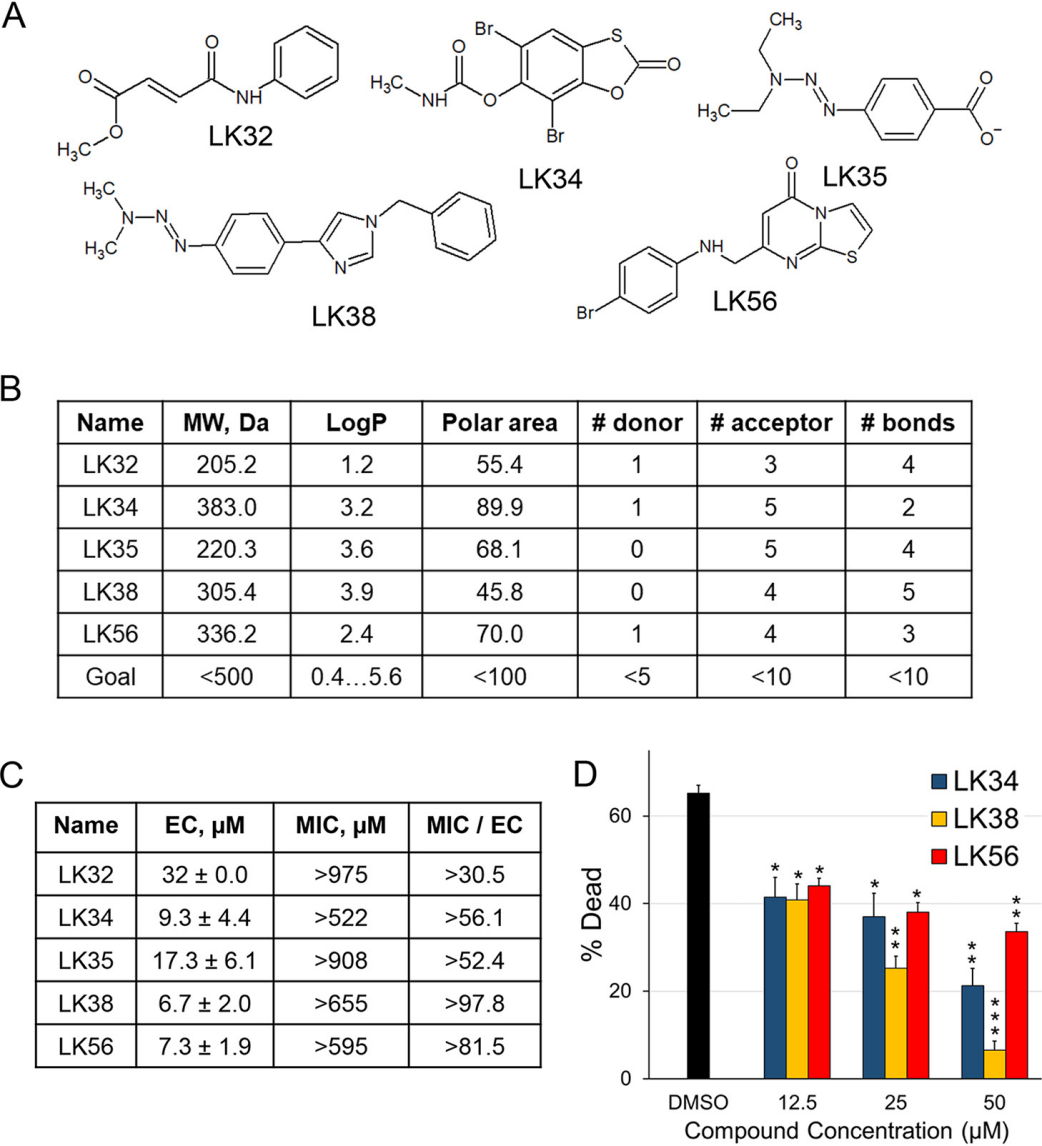
LK molecules rescue C. elegans from P. aeruginosa in liquid killing. (A) Structures for the five LK molecules—LK32, LK34, LK35, LK38, and LK56—are shown. (B) Lipinski values for the five LK molecules, showing their molecular mass, predicted octanol-water partition coefficient, polar surface area, number of hydrogen donors and acceptors, and the number of rotatable bonds. (C) Minimum effective concentrations (EC) and 95% confidence interval, MICs (defined as the minimum concentration to prevent grown in LB media), and their ratio (MIC/EC). The minimum effective concentration was calculated from the lowest concentration that retained statistically significant rescue of *glp-4(bn2)* C. elegans, a temperature-sensitive sterile strain, from exposure to P. aeruginosa PA14. (D) Young adult *glp-4(bn2)* worms were exposed to P. aeruginosa isolate PA2-61 in the liquid killing assay in the presence of LK34, LK38, or LK56. Compounds were added in serial 2-fold dilutions from 50 µM to 12.5 μM. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. *P* values were calculated using Student’s *t* test. At least six wells containing 20 worms each per condition per replicate were used for determination of liquid killing. EC values were calculated based on at least three biological replicates. Error bars represent the standard error of the mean.

10.1128/mSphere.00950-20.1 FIG S1 Dose-dependent activity of LK compounds. Young adult *glp-4(bn2)* worms were exposed to P. aeruginosa strain PA14 in the liquid killing assay in the presence of serial dilutions of LK32 (A), LK34 (B), LK35 (C), LK38 (D), or LK56 (E). Compounds were added in serial 2-fold dilutions from 64 µM to 2 μM. (F) Example bright-field and fluorescence images used to calculate the proportion of dead worms for each well. In all liquid killing assays, a cell-impermeable dye, Sytox Orange, was used to selectively visualize dead worms. Data shown are the mean of at least three biological repeats. *P* values were determined using Student’s *t* test; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. Download FIG S1, PDF file, 0.2 MB. Copyright © 2021 Hummell et al. 2021 Hummell et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSphere.00950-20.7 TABLE S1 Induction of C. elegans stress response genes by LK molecules. Analysis of the expression of 115 immune- and stress-responsive genes using nanoString technology. Download Table S1, XLSX file, 0.02 MB. Copyright © 2021 Hummell et al. 2021 Hummell et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### LK immunostimulants provide resistance to multiple bacterial pathogens.

Since the compounds did not to appear to modulate pathogen growth or disrupt production of pyoverdine (a siderophore made by P. aeruginosa that is a key virulence factor in the liquid killing assay) (14, 18, 23) but were able to activate host defense mechanisms, the most parsimonious explanation was that they were promoting innate immunity. Therefore, the ability of the compounds to ameliorate other infections was tested.

Enterococcus faecalis and Staphylococcus aureus are Gram-positive bacterial species frequently responsible for nosocomial infections (24, 25). These bacterial species readily infect C. elegans and liquid-based pathogenesis models have been developed for each (26–28). Sterile, young adult *glp-4(bn2*) worms were incubated with either E. faecalis or S. aureus and various concentrations of the five compounds. Three of the compounds, LK32, LK34, and LK56, showed EC values for E. faecalis (8, 18.7, and 10.7 µM; Fig. 2A) comparable to values for P. aeruginosa (32, 9.3, and 7.3 µM; Fig. 1C) and rescue was dose dependent (Fig. 2B). LK34 and LK56 conferred protection against S. aureus as well but required significantly higher concentrations for rescue than for the other pathogens (42.7 and 56 µM, respectively; Fig. 2C). Importantly, P. aeruginosa, E. faecalis, and S. aureus use very different mechanisms to kill C. elegans (pyoverdine-mediated mitochondrial damage, gelatinase-mediated damage to the colonized intestine, and multi-toxin-mediated intestinal effacement and damage, respectively) (29–33). The ability of these compounds to rescue against multiple pathogens that utilize a diverse set of virulence factors and mechanisms of pathogenesis further supports the idea that at least a portion of these compounds’ activity is mediated by stimulating innate immunity.

**FIG 2:**
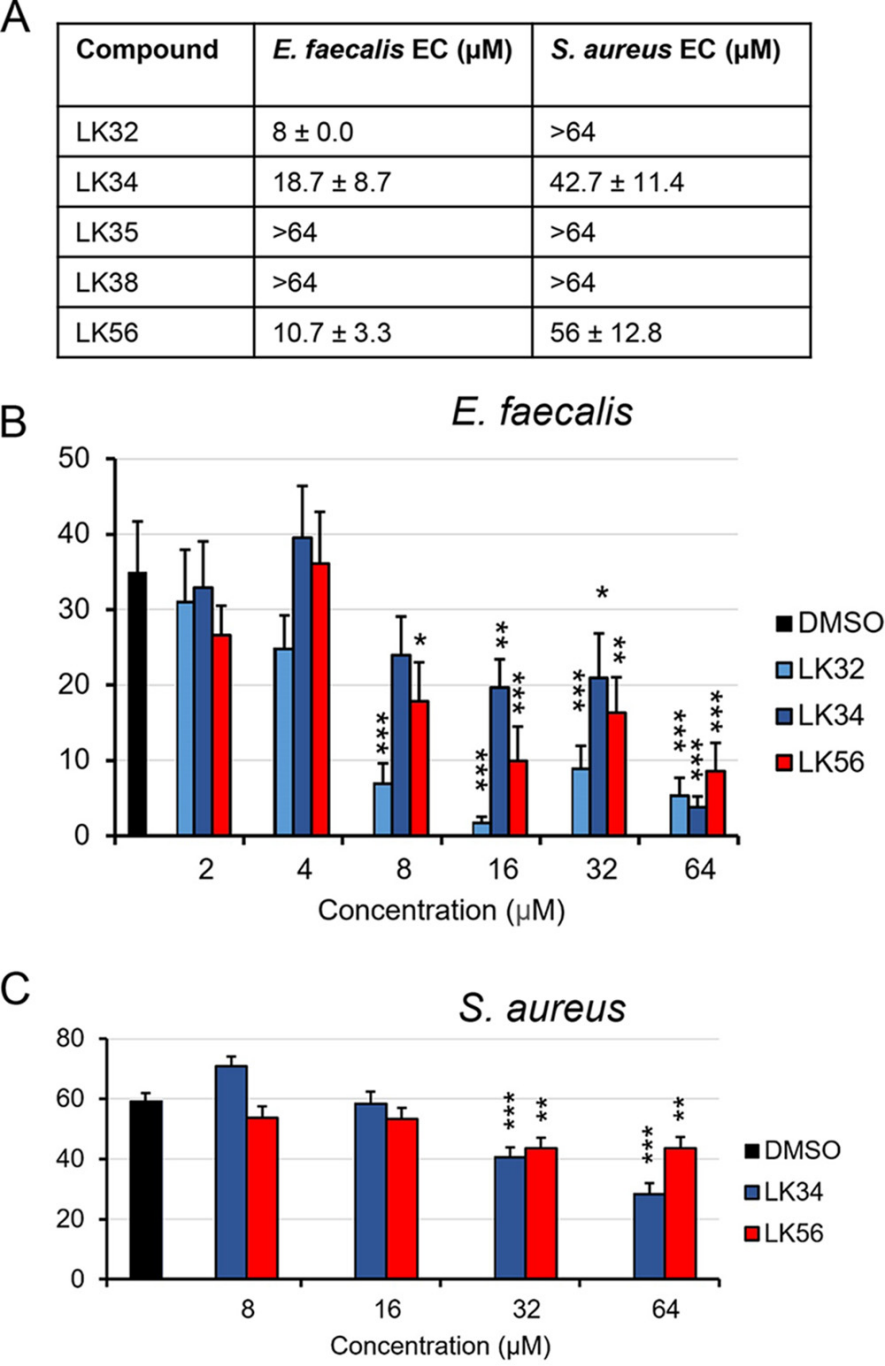
A subset of LK molecules rescue against E. faecalis and S. aureus. (A) Effective rescue concentrations and 95% confidence intervals of LK32, LK34, LK35, LK38, and LK56, as determined by liquid-based infection assays using E. faecalis or S. aureus. Compounds were serially diluted 2-fold, and young adult *glp-4(bn2)* worms were incubated with the pathogen for 80 h (E. faecalis) or 96 h (S. aureus). The concentrations shown are based on the mean value for at least three replicates. (B and C) Percentages of dead C. elegans after exposure to E. faecalis (B) or S. aureus (C). A representative biological replicate is shown. Each condition included at least six wells per replicate, each well contained approximately 20 worms. Three biological replicates were performed. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. *P* values were calculated using Student’s *t* test. Error bars represent the standard error of the mean.

### The activity of LK molecules is not mediated by conventional stress response pathways.

The literature linking stress, innate immunity, and aging in C. elegans has long supported a simple model that stress resistance and innate immunity are linked and that the two are inversely correlated with age (34, 35). Although recent, more detailed findings have suggested that it is not quite this simple (36), a strong correlation between stress and pathogen resistance remains. Indeed, it has been clearly demonstrated that stress-inducing compounds can promote pathogen resistance, albeit with some adverse effects on the host. For example, the small synthetic molecule RPW-24 protects C. elegans from P. aeruginosa by activating members of the PMK-1/p38 MAPK pathway, but long-term exposure to the concentration required for rescue shortens life span (16).

To test the long-term toxicity of the hit compounds, life span assays were carried out by placing sterile, young adult *glp-4(bn2)* worms on NGM (standard nematode growth media, defined in Materials and Methods) seeded with Escherichia coli OP50. LK32, LK34, LK35, LK38, LK56, or DMSO at 50 μM was added to the media during pouring. Sterile worms were used to eliminate the need to transfer worms between plates during life span assays, and we elected to use *glp-4(bn2)* to induce sterility instead of using wild-type worms sterilized with 5-fluoro-2′-deoxyuridine (FUDR) because the interaction of the compounds could generate artifacts during the long course of life span experiments. Of the compounds tested, only LK56 exhibited a slight decrease in life span, and that effect appeared only as the worms reached the end of their life span (Fig. 3A; see Table S2 in the supplemental material for TD_50_ [time to 50% death] and *P* values for individual compounds).

**FIG 3:**
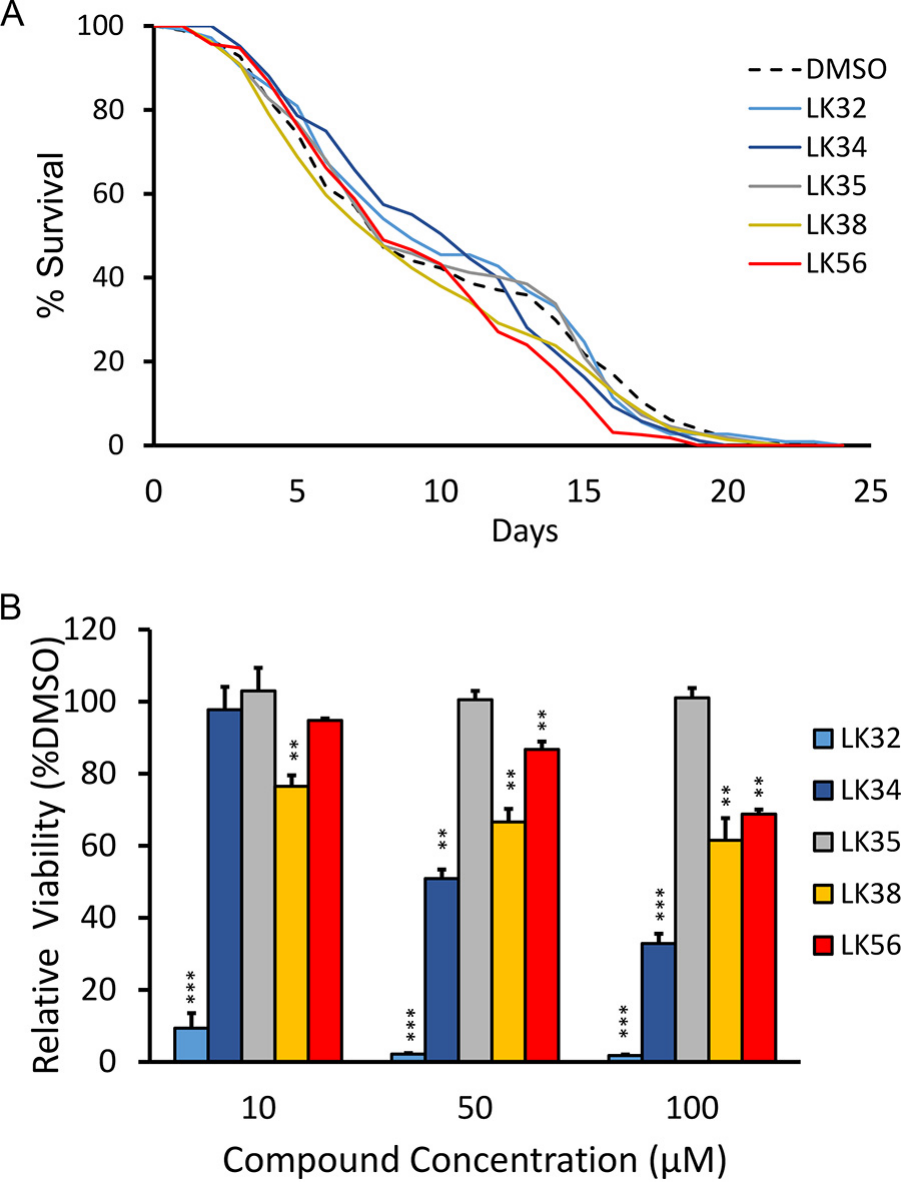
LK molecules exhibit low toxicity in C. elegans and mammalian cells. (A) For each compound, ∼60 *glp-4(bn2)* worms were plated onto each of three NGM plates supplemented with LK32, LK34, LK35, LK38, LK56, or DMSO (50 µM). Worms were scored daily by prodding. Only LK56 showed a statistically significant decrease in life span (*P* < 0.05). Data from a representative biological replicate (one of three total performed) are shown as a Kaplan-Meier plot. (B) 1.5 × 10^4^ RWPE-1 immortalized prostate cells were seeded into each well of a 96-well plate. After 24 h, the medium was replaced with serum-free medium containing LK32, LK34, LK35, LK38, LK56, or DMSO at 10, 50, or 100 µM. Cell viability was determined 24 h later by conventional MTT assays. The viability was normalized to a DMSO solvent control. Six wells were used per condition, and an average of three biological replicates is shown. The *P* value was calculated using either a log-rank test (A; see Table S2 in the supplemental material) or Student’s *t* test (B). *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. Error bars represent standard error of the mean.

We also tested compound toxicity in RWPE-1 cells, a well-established, noncancerous, immortalized prostate epithelial cell line available in the lab. Cells were seeded in 96-well plates and allowed to attach before media containing various concentrations of one of the compounds (or DMSO as a control) were added. Viability was measured after 24 h later using a standard MTT [3-(4,5-dimethyl-2-thiazolyl)-2,5-diphenyl-2*H*-tetrazolium bromide] assay. Cell death greater than 30% was considered evidence of toxicity (Fig. 3B). In general, human cells showed greater sensitivity to the compounds than C. elegans. This was expected, since the cuticle of C. elegans tends to increase resistance to many substances compared to mammalian cells. However, even the lowest concentration of LK32 was poorly tolerated by the cells. This is consistent with publicly available data in the PubChem database indicating that LK32 was toxic to two human acute lymphoblastic leukemia cell lines (CCRF-CEM and MOLT-4) at concentrations that were close to the measured EC in liquid killing (37).

Although the limited impact of the hits on C. elegans life span suggested that they are mediating their effect through immune stimulation and not by weak toxicity, it remained possible that the compounds were causing subacute levels of specific stress responses that could promote surveillance pathways that also promote pathogen resistance. For this reason, we tested whether LK35, LK38, or LK56 activate a panel of known stress response pathways in the absence of pathogens. LK34 was left out of the following experiments since very little compound remained and it was no longer commercially available. The remaining compound was used for transcriptome profiling (below).

Previous work from our lab has established that the ESRE network plays an important role in the resistance of C. elegans to pyoverdine, the main virulence determinant in liquid killing, and recent evidence has shown that ESRE activation depends on increased reactive oxygen species (ROS) (23, 38, 39). To evaluate ESRE activation, worms carrying an *hsp-16.1p*::GFP reporter (which contains two ESRE motifs and was previously used as an indicator of ESRE activation [39–41]), were exposed to 50 or 100 μM LK35, LK38, LK56, juglone (positive control [38, 42]), or DMSO. Only treatment with LK56 at 100 μM resulted in weak activation of ESRE (see Fig. S2A in the supplemental material). ROS level was assessed based on the fluorescence of dihydroethidium (DHE; a ROS-specific dye) using a COPAS FlowSort for flow vermimetry. Although the positive control (rotenone) showed a significant increase in staining, none of the other compounds exhibited any sign of increased ROS (see Fig. S2B).

10.1128/mSphere.00950-20.2 FIG S2 LK molecules do not appear to perturb cellular proteostasis. Young adult wild-type (A), *hsp-4p*::GFP (B), *hsp-16.1p*::GFP (C), or *rpt-3*::GFP (D) worms were incubated with LK molecules at 50 or 100 µM, DMSO control, or positive controls. For panel A, the worms were treated with compound for 10 h, and then the worms were stained with 4 µM DHE for 1 h before washing and fluorescence measurement. For panels B to D, the worms were treated with compound for 15 h prior to fluorescence measurement. Mean values from at least three biological replicates are shown. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001 (compared to the solvent control). *P* values were calculated using Student’s *t* test. Error bars represent the standard error of the mean. Download FIG S2, PDF file, 0.2 MB. Copyright © 2021 Hummell et al. 2021 Hummell et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

In a similar approach, we tested for UPR^ER^ stress using a GFP transcriptional reporter for *hsp-4*, the C. elegans homolog of BiP (see Fig. S2C) and proteasomal stress using an *rpt-3p*::*GFP* reporter (see Fig. S2D). None of the compounds activated these pathways at either concentration. In each case, positive controls confirmed that the reporters were working correctly. These data suggest that the activity of these compounds was unlikely to be triggered by nonspecific stresses.

### Transcriptional analysis of LK immunostimulants indicates shared activities.

To gain additional insight into the effect of LK molecules on C. elegans, young-adult, wild-type worms were treated with each drug at 100 µM for 8 h in the absence of pathogen. 

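Each of the 6 conditions, DMSO and the 5 compounds, was measured on 3 Affymetrix arrays, and the same 3 DMSO arrays are the control of every compound. The arrays carry the letters A, B and C. All p values below measure the spread between these samples, since nothing beyond the word triplicate says how the replicates were prepared. The values are intensities summarized by GCRMA on a linear scale, which corrects background by probe sequence and normalizes the arrays to each other, and its version is not given. Of 22625 probe sets, 77 are controls and 22548 were tested with limma on log2 intensities, with 1 mean per group over all 18 arrays. Between 46.3% and 49.4% of the values of an array lie at the lowest intensity, 4.605, and 8162 probe sets lie there on every array. A fold or log2 value against a group with every array at this floor is a lower bound, given as at least that value. Where part of the arrays lie there, or all lie close to it, the fold rests on an intensity not above background. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. Members of a gene list were counted at the adjusted p without the fold limit, over all probe sets and again over the list alone. Lists were tested as a whole with camera, at its preset correlation of 0.01 between genes and at a correlation estimated from the arrays. The thresholds, the 36 gene lists and the rule for naming genes were set before the data were examined, though the folds of Tables S1 and S3 had been seen.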

RNA was collected, and transcriptome profiling was performed. 

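Genes of antimicrobial defense moved in both directions with LK34, LK35 and LK38. *lys-2* (183028_s_at), which encodes a lysozyme, rose from 1080 ± 138 with DMSO to 7559 ± 1033, 5764 ± 1742 and 7306 ± 1101 with LK34, LK35 and LK38 (mean ± SD of the intensity, n = 3 each; adjusted p = 7.8e-06, 3.1e-05 and 6.5e-06). *cnc-4* (184191_at), which encodes an antimicrobial peptide of the caenacin family, rose with LK32, LK34, LK35 and LK38 by 2.28, 4.15, 3.17 and 2.81 on the log2 scale (SE 0.36; adjusted p = 8.5e-03, 2.8e-05, 2.4e-04 and 5.3e-04). Among 56 probe sets of lysozymes and antimicrobial proteins, 6 rose and 3 fell with LK34, 3 rose and 5 fell with LK35, and 5 rose and 5 fell with LK38 (7 and 3, 5 and 7, and 8 and 6 adjusted over the list alone). *lys-1* rose alongside *lys-2* and *cnc-4* with all 3 compounds, while *spp-1* and *spp-18*, which encode saposin-like proteins, and *ilys-5*, an invertebrate-type lysozyme, fell with all 3. With LK32, *cnc-4* was the 1 member called (2 over the list alone), and the list's p was 0.025, or adjusted p = 0.53 with an estimated correlation. With LK56, limma called 0 members, while 5 were higher and 1 was lower at an unadjusted p under 0.05. The list as a whole gave an adjusted p of 0.66, 0.43 and 0.85 with LK34, LK35 and LK38.

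Of 232 probe sets of C-type lectins, whose proteins bind carbohydrates, 6 rose with LK32, 7 rose and 3 fell with LK34, 4 rose and 4 fell with LK35, 9 rose and 3 fell with LK38, and 1 rose with LK56 (8, 11 and 4, 5 and 4, 10 and 4, and 4 over the list alone). *clec-85*, *clec-222* and *clec-49* rose and *clec-7*, *clec-47* and *clec-61* fell with LK34, LK35 and LK38. *clec-223* rose and *clec-54* fell with LK35 as well, and *clec-52* was the 1 member that rose with LK56. The *clec-61* call ended with LK35 without DMSO A (-3.15), LK35 A (-3.01) or LK35 C (-3.01), and with LK38 without DMSO A (-2.61), DMSO B (-2.77) or DMSO C (-2.74), and was -1.76 with LK38 without LK38 C. The lectins as a list passed with no compound (adjusted p from 0.16 to 0.89). Of 17 genes known from infection responses, *dod-3*, *irg-4*, *irg-5* and *dod-23* rose with LK34 and LK35, and *irg-4*, *irg-5* and *dod-23* with LK38. *dod-24* fell with LK35 and LK38, and *irg-5* was the 1 member called with LK32 and with LK56. The list's adjusted p with an estimated correlation was 0.11, 0.16, 0.53, 0.29 and 0.19 in the order LK32 to LK56.

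Single genes of fatty acid desaturation and breakdown rose with LK34, LK35 and LK38, while neither list passed as a whole with an estimated correlation. *fat-5* (192357_at), which encodes a palmitoyl-CoA desaturase, rose from 75.3 ± 36.5 to 535 ± 113, 315 ± 85.8 and 702 ± 239 (mean ± SD, n = 3 each; adjusted p = 8.8e-04, 7.8e-03 and 3.2e-04). *ech-9* (189971_at), which encodes an enoyl-CoA hydratase, rose by 3.21, 2.39 and 2.81 on the log2 scale (SE 0.36; adjusted p = 2.0e-04, 2.1e-03 and 5.3e-04). *fat-6* (187997_s_at), which encodes a stearoyl-CoA desaturase, rose by 1.47, 1.24 and 1.17 (SE 0.24; adjusted p = 3.8e-03, 0.012 and 0.016), a call that ended with LK35 without DMSO A (1.17) and with LK38 without DMSO A (1.09), LK38 A (1.02) or LK38 B (1.09). Of 21 genes of fatty acid desaturation, elongation and synthesis, *fat-4* rose with LK32, and *fasn-1*, *fat-1*, *fat-6* and *fat-5* rose and *elo-2* fell with LK34. *fat-6* and *fat-5* rose with LK35, and *elo-6*, *fasn-1*, *fat-6* and *fat-5* rose with LK38 (in the order LK32, LK34, LK35 and LK38, 3, 5 with 2 lower, 4 with 2 lower, and 7 with 2 lower over the list alone; adjusted p = 0.090, 0.25, 0.46 and 0.24 with an estimated correlation). With LK56, limma called 0 of them, while 4 were higher at an unadjusted p under 0.05 (adjusted p = 0.57 with an estimated correlation). The *fasn-1* call ended without any 1 of the DMSO arrays (1.33 to 1.88 with LK34 and 1.39 to 1.94 with LK38), any 1 of the LK34 arrays (1.59 to 1.76), LK38 A (1.49) or LK38 B (1.63). That of *elo-2* ended without DMSO A (-1.32), DMSO C (-1.39) or LK34 A (-1.16). Of 37 probe sets of fatty acid oxidation, 3, 9, 7, 5 and 2 rose and none fell with LK32, LK34, LK35, LK38 and LK56 (4, 9, 10, 12 and 2 rose and 1 fell with each of LK34, LK35 and LK38 over the list alone), with adjusted p = 0.40, 0.11, 0.090, 0.10 and 0.37 with an estimated correlation. At 5 or fewer, these were *acdh-7*, *acdh-9* and *acdh-1* with LK32, *acdh-7*, *acaa-2*, *ech-9*, *acdh-11* and *acdh-2* with LK38, and *acdh-7* and *acdh-9* with LK56. The 2-fold call of *acdh-1* with LK32 ended without DMSO B (1.06), DMSO C (0.93), LK32 A (1.07) or LK32 C (1.11), and that of *acdh-2* with LK38 without any 1 of the DMSO arrays (1.35 or 1.36), LK38 A (0.91) or LK38 B (1.36). Of 6 vitellogenin probe sets, which encode yolk proteins that carry lipid, 2, 3 and 2 rose with LK34, LK35 and LK38 (5, 4 and 4 over the list alone; adjusted p = 0.013 each with an estimated correlation). *vit-1* (177065_at) rose by 2.92, 3.96 and 3.13 on the log2 scale (SE 0.58; adjusted p = 0.014, 1.9e-03 and 8.8e-03). Its call with LK34 ended without LK34 B (2.94) or LK34 C (2.38), its value with LK38 was 2.41 without LK38 C, and the vitellogenin list gave an adjusted p of 0.061 with LK34 among brighter probe sets alone. No Gene Ontology analysis was run here.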

Gene ontology analysis of upregulated genes identified innate immune responses and lipid storage as statistically significant categories among upregulated and downregulated genes, respectively (see Table S3 in the supplemental material for the list of up- and downregulated genes and Table S4 for Gene Ontology enrichment). Interestingly, alterations in lipid metabolism have been increasingly linked to pathogen response recently (43–45).

10.1128/mSphere.00950-20.8 TABLE S2 TD_50_ quantification. TD_50_ values for the survival and longevity experiments presented in Fig. 3A, Fig. 8, Fig. 9, and Fig. S5. Download Table S2, XLSX file, 0.1 MB. Copyright © 2021 Hummell et al. 2021 Hummell et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSphere.00950-20.9 TABLE S3 Lists of differentially expressed genes and their fold changes upon treatment with LK32, LK34, Lk35, LK 38, or LK56. Differentially expressed genes and fold changes after 8 h of treatment with LK individual molecules are shown, in addition to shared targets for LK34, LK34, and LK38. Data were determined using Affymetrix microarrays, as described in Materials and Methods. 

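Transcripts rose and fell with LK34, LK35 and LK38, whereas nearly all of those called with LK32 and LK56 rose. *far-3* (193272_s_at), which encodes a protein that binds fatty acids and retinol, rose with every compound, from 37.7 ± 8.53 with DMSO to 999 ± 101 with LK32, 555 ± 120 with LK34, 289 ± 153 with LK35, 2133 ± 159 with LK38 and 472 ± 13.9 with LK56 (mean ± SD, n = 3 each; adjusted p = 5.5e-06, 8.7e-06, 9.7e-05, 1.9e-07 and 4.2e-05). *C32H11.4* (180909_at) rose 15.2-, 55.4-, 6.43-, 9.94- and 31.8-fold in the same order (SE 0.40 on the log2 scale; adjusted p = 4.8e-04, 4.4e-06, 2.0e-03, 3.2e-04 and 4.3e-05). *fmo-2* (191759_at), which encodes a flavin-containing monooxygenase, was at the floor on every DMSO array and rose at least 59.7-fold with LK32 and at least 761-fold with LK34 (adjusted p = 5.5e-06 and 1.7e-08). The 3 probe sets that fell with LK56 were those of *uaf-1* (175744_s_at), which encodes a splicing factor, *adh-1* (190978_at), which encodes an alcohol dehydrogenase, and *R11.4* (177194_at), by -1.25, -1.77 and -1.03 on the log2 scale (SE 0.17, 0.36 and 0.19; adjusted p = 4.3e-03, 0.044 and 0.026). The *adh-1* call ended without DMSO B (-1.55), DMSO C (-1.68), LK56 B (-1.73) or LK56 C (-1.49), and that of *R11.4* without DMSO A (-0.89), DMSO B (-1.08), LK56 A (-0.97) or LK56 B (-0.99).

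In all, limma called 157 probe sets up and 0 down with LK32, 336 up and 183 down with LK34, 224 and 260 with LK35, 355 and 169 with LK38, and 116 and 3 with LK56. With LK32, 11 probe sets were lower at an unadjusted p under 0.05 and 2-fold, and 264 at that p alone. Of the distinct probe sets listed as up in Table S3, 70 of 201, 245 of 356, 158 of 191, 246 of 305 and 64 of 153 were called up here, and of those listed as down 122 of 164 with LK34, 168 of 206 with LK35, 135 of 162 with LK38 and 2 of 3 with LK56. The LK32 count up was 86 without DMSO B, 104 without DMSO C, 100 without LK32 C and 274 without LK32 B, the LK56 count up was 59 without DMSO B, 68 without LK56 A and 58 without LK56 B, and the LK35 count down was 171 without LK35 C. The LK32 count down was 1 without DMSO A, DMSO B or LK32 A, 2 without DMSO C and 4 without LK32 C, and that of LK56 was 1 without DMSO B or LK56 B, 6 without LK56 A and 10 without LK56 C. Fitted to the arrays of each compound and DMSO alone, the counts up were 10, 161, 70, 80 and 35 and those down 0, 96, 70, 48 and 0. Without probe sets of several transcripts, the counts up were 94, 148, 89, 158 and 66 and those down 0, 50, 103, 58 and 2. Without LK32 C, LK35 A and LK38 C, the arrays that correlate least with their group, the counts up were 87, 443, 312, 664 and 214. Without DMSO B, LK32 C and LK35 A they were 55, 292, 189, 292 and 91, with 172 down for LK35. Both of these omissions were chosen after seeing the data.

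**Figure D1:**
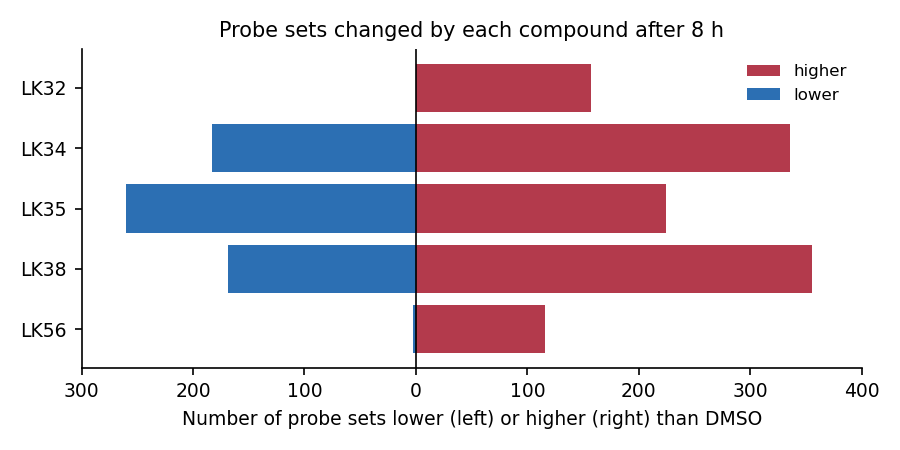
Number of probe sets called lower (left) and higher (right) than DMSO with each compound, 3 arrays per group. LK34, LK35 and LK38 have 183, 260 and 169 lower probe sets, LK32 and LK56 have 0 and 3.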

Download Table S3, XLSX file, 0.07 MB. Copyright © 2021 Hummell et al. 2021 Hummell et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSphere.00950-20.10 TABLE S4 Enriched gene ontology categories. 

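Many of the probe sets under lipid storage in Table S4 are those of major sperm protein genes, which encode the main structural protein of nematode sperm. Of 23, 21 and 24 probe sets listed there for LK34, LK35 and LK38, 14, 13 and 17 match genes of this family alone, and 22, 20 and 22 were called lower here. Others among them are *fil-1* (188106_at), which encodes a lipase induced by fasting, *sdz-24* (180256_at), *T27E4.7*, *ZK546.3* and a histone probe set. *fil-1* fell from 439 ± 69.5 with DMSO to 9.60 ± 3.84, 5.17 ± 0.0038 and 10.4 ± 4.72 with LK34, LK35 and LK38 (mean ± SD, n = 3 each; adjusted p = 1.1e-05, 3.7e-06 and 1.1e-05). *sdz-24* fell 22.7-, 30.2- and 44.6-fold, or -4.50, -4.92 and -5.48 on the log2 scale (SE 0.62; adjusted p = 1.1e-03, 6.1e-04 and 2.1e-04), which became -3.88 without LK34 C and -5.72 without LK35 B.

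Of 28 probe sets of major sperm protein genes, 28, 28 and 27 fell with LK34, LK35 and LK38 (28 each over the list alone), with a median log2 fold change of -2.22, -2.47 and -2.04 and adjusted p = 0.013 each with an estimated correlation. With LK32 and LK56, limma called 0, and 0 passed at an unadjusted p under 0.05 (medians -0.21 and 0.072; adjusted p = 0.44 with an estimated correlation for LK32). Of 53 histone probe sets, 13, 16 and 12 fell with LK34, LK35 and LK38, and *his-72* rose with LK34 (20, 18 and 20 fell over the list alone; adjusted p = 0.013 each with an estimated correlation). *his-42* (172899_x_at) fell by -1.23, -1.39 and -1.20 on the log2 scale (SE 0.23; adjusted p = 8.5e-03, 4.0e-03 and 0.010). With LK32, limma called 0 histone probe sets (3 higher and 4 lower at an unadjusted p under 0.05), and with LK56 0 (12 higher and 1 lower). Of 56 probe sets of other sperm genes, 4, 7 and 6 fell (8, 9 and 6 over the list alone), with adjusted p = 0.35, 0.40 and 0.30 with an estimated correlation. The 4 with LK34 were *nspd-2*, 172527_x_at, 172546_x_at and 172704_x_at, which also fell with LK35 and LK38. The *nspd-2* call ended with LK34 without any 1 of the DMSO or LK34 arrays (-1.30 to -1.61), with LK35 without DMSO B (-1.60) or LK35 C (-1.52), and with LK38 without DMSO B (-1.51). Of 25 probe sets of oocyte and eggshell genes, *rme-2*, *puf-3* and *puf-5* rose with LK34 and 6 rose with LK35 (9 and 12 over the list alone; adjusted p = 0.24 and 0.16 with an estimated correlation), while limma called 0 with LK38 (8 higher at an unadjusted p under 0.05; adjusted p = 0.40 with an estimated correlation).

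**Figure D2:**
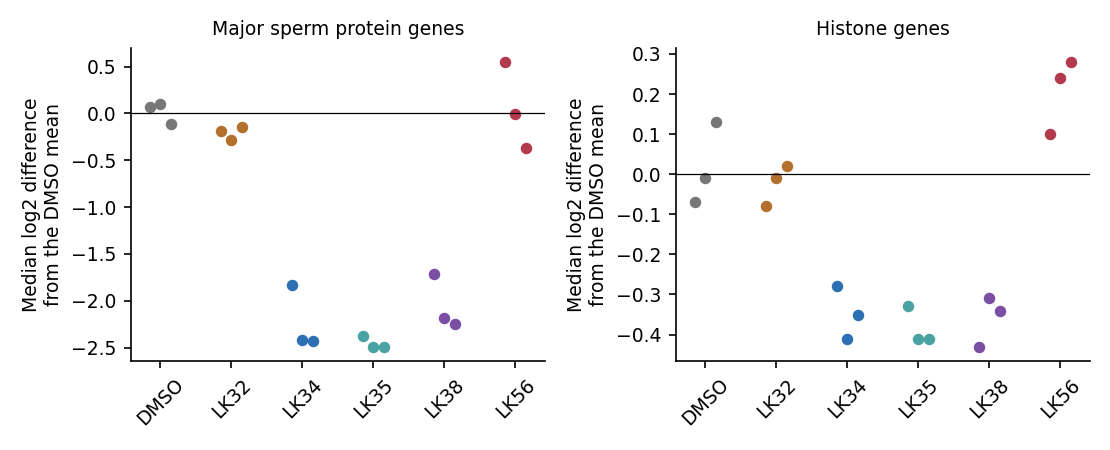
Median log2 difference from the DMSO mean over major sperm protein genes and over histone genes, 1 point per array. Major sperm protein genes lie between -1.71 and -2.49 with LK34, LK35 and LK38 and between -0.37 and 0.55 with LK56. With LK56, the direction of the histone list against other genes reversed in camera after quantile normalization (adjusted p = 0.939 at the preset correlation).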

Gene ontology enrichment for genes upregulated or downregulated following exposure to LK molecules was determined using DAVID database. Redundant gene ontology categories were removed. Download Table S4, XLSX file, 0.02 MB. Copyright © 2021 Hummell et al. 2021 Hummell et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

We examined differentially expressed genes to see whether expression changes matched known effectors for well-characterized innate immune pathways (46–51). 

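Of 12 phase II detoxification genes that SKN-1 controls, 7 rose with LK32, 6 with LK34, 1 with LK35, 3 with LK38 and 4 with LK56. As a whole the list passed with LK32 and LK34 (adjusted p = 0.013 each with an estimated correlation) and not with LK35, LK38 or LK56 (adjusted p = 0.99, 0.40 and 0.073). *gst-4* (192407_at), which encodes a glutathione S-transferase, rose from 12.9 ± 5.48 with DMSO to 400 ± 93.6 with LK32, 928 ± 52.1 with LK34 and 61.0 ± 19.6 with LK56 (mean ± SD, n = 3 each; adjusted p = 1.4e-04, 4.7e-06 and 0.030). *gst-5* (192820_at) rose 16.2-, 13.8-, 21.6- and 47.2-fold with LK32, LK34, LK38 and LK56 (SE 0.35 on the log2 scale; adjusted p = 1.4e-04, 4.3e-05, 1.1e-05 and 8.9e-06) and measured 79.3 ± 25.8 with LK35 against 91.8 ± 26.3 with DMSO. In the paper's nanoString values, at a later time, *gst-4* and *gst-5* were 12.5- and 144-fold with LK35. *gst-30* (191383_at), at the floor on every DMSO array, rose at least 11.6-fold with LK32 and at least 3.56-fold with LK34 (SE 0.41 on the log2 scale; adjusted p = 1.4e-03 and 0.028). The members that rose were *gst-10*, *sdz-8*, *gst-12*, *gst-30*, *gst-4*, *gst-5* and *gst-7* with LK32, the same without *sdz-8* with LK34, *gst-10* with LK35, *gst-10*, *gst-5* and *gst-7* with LK38, and *gst-10*, *gst-4*, *gst-5* and *gst-7* with LK56. Adjusted over the list alone these were 8, 7, 2 with 1 lower, 3 and 5. The median log2 fold changes of the list were 1.78, 1.00, -0.006, 0 and 0.58. At the preset correlation, the call with LK38 ended among brighter probe sets alone (0.077). It also ended in 2 alternatives chosen after seeing the data, without DMSO B, LK32 C and LK35 A (0.111) and without LK32 C, LK35 A and LK38 C, the arrays that correlate least with their group (0.146). Calls ended without 1 array for *gst-4* with LK56 (log2 value 2.52 without DMSO A, 1.88 without DMSO B, 2.06 without LK56 A, 2.46 without LK56 B, and 2.01 after quantile normalization), for *gst-10* with LK32 (2.31 without DMSO B) and LK56 (2.42 without DMSO A, 1.96 without DMSO B, 1.96 without LK56 A, 2.28 without LK56 B, and 1.40 after an offset of 16), and for *gst-30* with LK34 (at least 1.83 without DMSO A, DMSO B or DMSO C, 1.37 without LK34 B, 1.91 without LK34 C, all lower bounds, and 0.69 after that offset).

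Across all 45 glutathione S-transferase probe sets, 8 rose with LK32, 11 rose and 1 fell with LK34, 3 rose and 2 fell with LK35, 6 rose and 1 fell with LK38, and 7 rose with LK56 (13, 16 and 1, 5 and 5, 6 and 1, and 14 over the list alone; adjusted p = 0.046, 0.068, 0.96, 0.58 and 0.073 with an estimated correlation). *gst-10*, *gstk-1* and *gst-27* rose and *gsto-3* and *gstk-2* fell with LK35, and *gstk-2* fell with LK34 and LK38 as well. Of 10 markers of the intestine, the tissue in which the GATA factor ELT-2 acts, 1 rose with LK32, 2 fell with LK34, 4 fell with LK35, 1 rose and 2 fell with LK38, and limma called 0 with LK56 (5 rose, 1 rose and 4 fell, 5 fell, 2 rose and 4 fell, and 2 rose over the list alone). With LK56, 4 were higher at an unadjusted p under 0.05. *elt-7* (191147_at), itself a GATA factor, rose with LK32 by 1.22 and fell with LK35 by -1.23 on the log2 scale (SE 0.18; adjusted p = 5.2e-03 and 1.6e-03). *ifb-2* (192118_s_at), which encodes an intermediate filament of the intestine, fell by -1.77, -2.04 and -1.55 with LK34, LK35 and LK38 (SE 0.22; adjusted p = 4.7e-04, 1.5e-04 and 1.2e-03). *pept-1* fell with the same 3 compounds, *asp-1* with LK35, and *act-5* (189551_s_at), an actin gene, rose with LK38 by 1.31 (SE 0.27; adjusted p = 0.015). The *pept-1* calls ended without DMSO A or DMSO C (-1.20 to -1.96), without any 1 array of LK34 or LK38 (-1.40 to -1.76) and without LK35 A or LK35 C (-1.96 each). That of *act-5* ended without DMSO C (1.24) or LK38 A (1.11). This list gave adjusted p = 0.14, 0.40, 0.14, 0.54 and 0.40 with an estimated correlation. A list of ELT-2 targets was not analysed here.

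**Figure D3:**
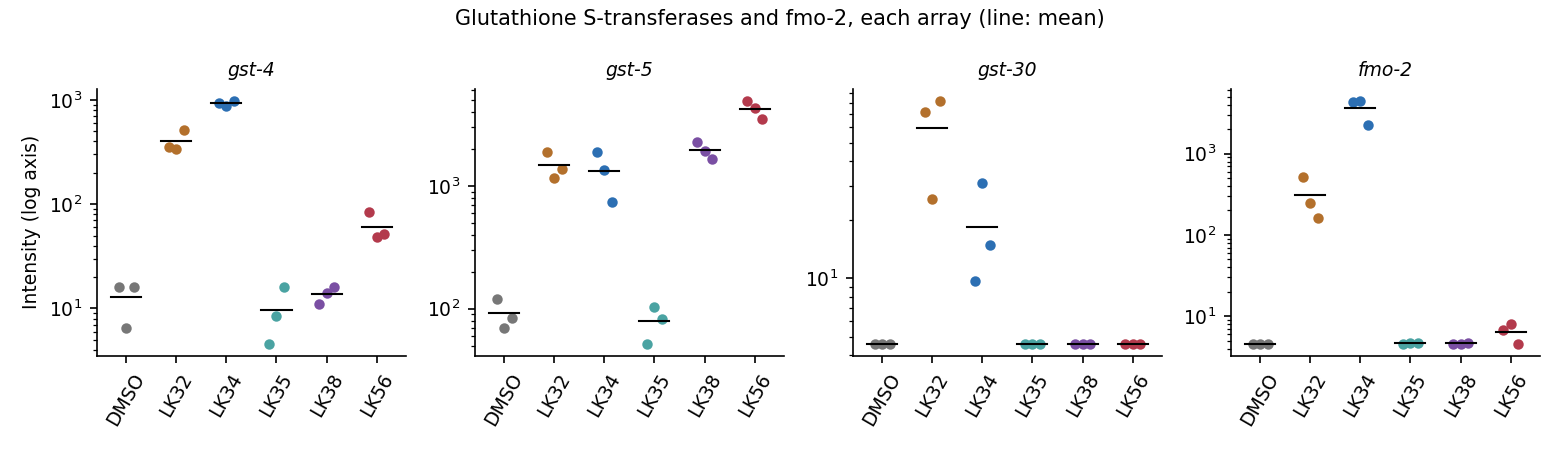
Intensity on a log scale of *gst-4*, *gst-5*, *gst-30* and *fmo-2* on each array (points) with the mean of each group (lines), for DMSO and the 5 compounds. *gst-5* is higher than with DMSO in every group but LK35, and *fmo-2* reaches at least 761-fold with LK34.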

Each of the molecules shared significant expression patterns with several of the pathways examined (Table 1), indicating (but not proving) that these pathways may be activated.

**TABLE 1:** Statistically significant immune pathways

Molecule	Regulatory control			
	DAF-16 dependent	PMK-1 dependent	SKN-1 dependent	ELT-2 targets
LK32	2.24E–04	1.13E–12	1.60E–12	2.28E−24
LK34	4.63E–18	4.48E–17	9.61E–17	1.49E–12
LK35	5.95E–12	1.08E–11	1.10E–05	1.59E–07
LK38	4.69E–19	2.23E−22	1.23E−14	7.27E−17
LK56	1.18E–09	6.25E–08	3.38E−18	9.29E−18

To test activation of these pathways, worms carrying GFP-based reporters for the SKN-1/Nrf, PMK-1/p38 MAPK, and DAF-16/FOXO pathways (*gst-4p*::GFP, *irg-5p*::GFP, and DAF-16::GFP, respectively) were exposed to each compound in S Basal medium in the absence of the pathogen. LK32 and LK34 induced *gst-4p*::GFP in an SKN-1-dependent manner, suggesting *bona fide* activation of the SKN-1/Nrf pathway (Fig. 4A). LK38 and LK56 each triggered a modest increase in *irg-5p*::GFP fluorescence, indicating that they activate the PMK-1/p38 MAPK pathway. Notably, LK38 was able to activate the pathway at concentrations close to the EC, while LK56 only exhibited PMK-1/p38 MAPK activation at higher concentrations (Fig. 4B). The DAF-16::GFP reporter partially translocates from the cytoplasm to the nucleus due to immersion of the worms (see DMSO control), but none of the LK compounds increased this shift (see Fig. S3 in the supplemental material).

**FIG 4:**
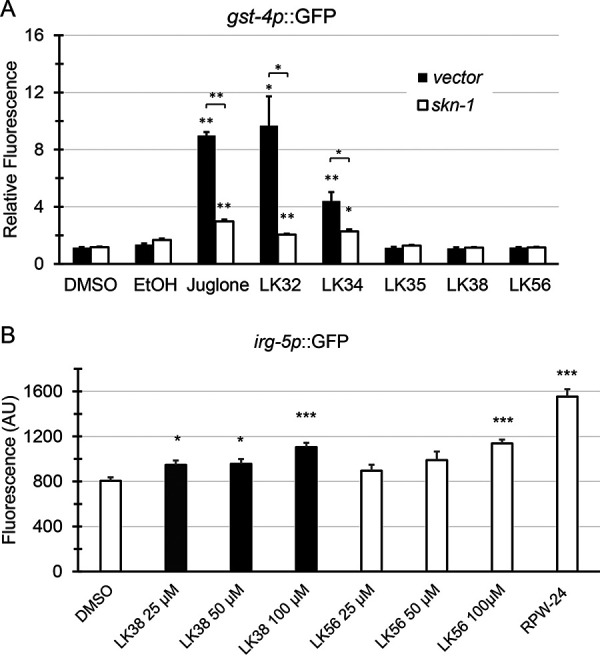
A subset of LK molecules activates reporters for the SKN-1/Nrf2 or PMK-1/p38 MAPK pathways. (A) Worms carrying the *gst-4p*::GFP reporters for SKN-1/Nrf transcriptional activation were reared on vector or *skn-1(RNAi)* and then exposed to LK32, LK34, LK35, LK38, LK56, or juglone (as a positive control) at 100 μM in 1% DMSO. Also present are DMSO and ethanol negative controls for LK compounds and juglone, respectively. The fluorescence intensity was normalized to that of DMSO. (B) Worms carrying an *irg-5p*::GFP reporter for PMK-1/p38 MAPK activity were incubated at 25, 50, or 100 μM in 1% DMSO. Positive and negative controls consisted of 100 μM RPW-24 in 1% DMSO and 1% DMSO alone. Fluorescence was measured at 24 h. For both panels, ∼50 worms were used per well, and at least three wells were used per condition for each biological replicate. Mean values from at least three biological replicates are shown. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001 compared to the solvent control. *P* values were calculated using Student’s *t* test. Error bars represent the standard error of the mean.

10.1128/mSphere.00950-20.3 FIG S3 LK molecules do not stimulate DAF-16/FOXO nuclear localization. (A and B) Examples of worm scored as exhibiting nuclear (A) or cytoplasmic (B) localizations for DAF-16/FOXO::GFP. Worms were scored as either nuclear localization (+) or cytoplasmic localization (–) based on whether at least five distinct GFP fluorescent nuclei were observed. (C) Worms carrying a DAF-16::GFP transcriptional fusion reporter were exposed to LK32, LK34, LK35, LK38, LK56, or juglone (positive control) at 100 µM for 8 h. GFP localization was then scored. At least three biological replicates were performed, with each replicate including ∼30 worms. Error bars represent standard error of the mean. *, *P* < 0.05. *P* values were calculated using Student’s *t* test. Download FIG S3, PDF file, 0.1 MB. Copyright © 2021 Hummell et al. 2021 Hummell et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Although data on the significance of overlaps between differentially regulated genes (as shown in Table 1) can sometimes provide direction for further investigation, merely comparing lists is often not very informative. Therefore, we also considered the magnitude of the differences in expression. Differentially expressed genes were clustered based on the degree of change after treatment with one of the five immunostimulants or with a panel of compounds known to affect C. elegans, including hygromycin (a translational inhibitor causing proteotoxic stress), RPW-24 (a synthetic small molecule that activates members of the PMK-1/p38 MAPK pathway), and phenanthroline (a metal chelator that mimics pyoverdine exposure and activates mitochondrial surveillance) (15, 30, 39, 52). 

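*gst-10* (187084_at), which encodes a glutathione S-transferase, rose 46.6-, 32.8- and 32.4-fold with LK34, LK35 and LK38 (SE 0.43 on the log2 scale; adjusted p = 1.1e-05, 3.1e-05 and 1.9e-05). *cpr-2* (189469_at), which encodes a cathepsin B-like protease, fell from 166 ± 25.2 to 4.78 ± 0.081, 5.76 ± 1.86 and 5.19 ± 0.76 (mean ± SD, n = 3 each; adjusted p = 7.1e-08, 1.9e-07 and 1.3e-07). They are among 180 probe sets that rose and 139 that fell with all 3 compounds, where independent lists of these sizes would share 0.053 and 0.016. These counts were 33 and 32 with only the arrays of the groups compared, and 77 and 41 without probe sets of several transcripts. Groups simulated without any effect against a common DMSO group shared none in 100 draws, which does not test lists that hold real changes. Across probe sets, the log2 fold changes of LK34 and LK35, LK34 and LK38, and LK35 and LK38 correlated at r = 0.833, 0.861 and 0.795. For LK32 and LK56 r was 0.667, with 52 shared probe sets up (0.81 for independent lists). Over probe sets called with either of these compounds, r was -0.116. Nearly all of them were called up. Picking probe sets high with 1 compound or the other lowers r by itself, so this value does not show unlike profiles. LK56 gave r = 0.128, 0.0144 and 0.24 and LK32 r = 0.155, -0.0416 and 0.161 with LK34, LK35 and LK38, where data simulated without any effect gave means from 0.411 to 0.513. Some of these moved, among them LK32 with LK34 to 0.0942 without DMSO B and 0.247 without DMSO C. LK34 with LK56 moved to 0.229 without DMSO C, and LK38 with LK56 to 0.0642 by Spearman correlation. LK56 shared 32, 20 and 47 probe sets up and LK32 32, 15 and 20 with these 3 (1.73, 1.15 and 1.83, and 2.34, 1.56 and 2.47 for independent lists), while 20, 27 and 16 that rose with LK32 fell with them. All of these differences share the same 3 DMSO arrays, which are too few to split. The data simulated without any effect gave a mean r of 0.47, 0.439 and 0.503 for the 3 pairs within LK34, LK35 and LK38, with single draws up to 0.975, 0.908 and 0.933. Their noise was drawn from whole arrays with replacement, so the same array could enter several groups. The r of these pairs, 0.833, 0.861 and 0.795, lies under these highest draws, so r alone does not set them apart from shared DMSO arrays. The covariances, 0.207, 0.233 and 0.205, compare with 0.0234, 0.0219 and 0.0257 simulated on average and 0.0868, 0.0725 and 0.115 at the highest. In this simulation, the shared DMSO arrays alone thus do not account for these covariances. The covariance of LK32 and LK56, 0.0902, lies under the highest simulated, 0.1.

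**Figure D4:**
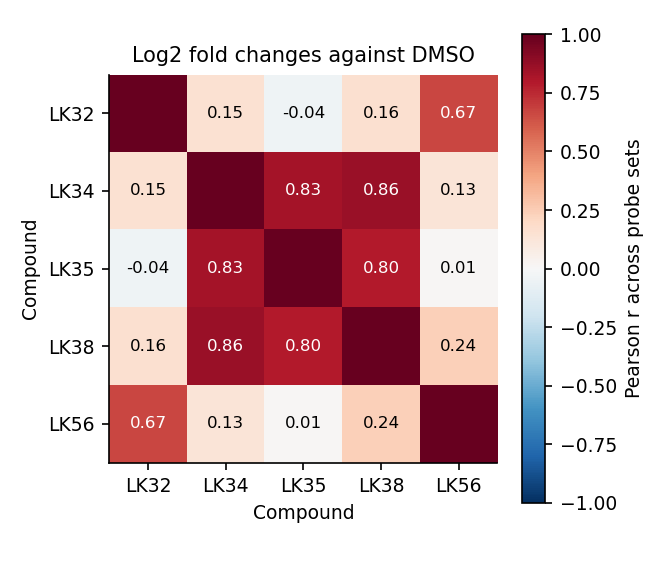
Pearson correlation across probe sets of the log2 fold changes against DMSO, for each pair of the 5 compounds. Pairs within LK34, LK35 and LK38 lie at 0.795 or above and LK32 with LK56 at 0.667, where groups simulated without any effect gave 0.447 on average. Probe sets called with LK32 or LK56 gave -0.116 for that pair, a selection that lowers r by itself.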

Interestingly, LK34, LK35, and LK38 clustered together and showed similar gene expression profiles, as reflected by the clustograms and numbers of shared genes and gene categories (Fig. 5A, B, and D). The most obvious explanation for this is that the molecules have a shared chemical structure. We used an implementation of the FP2 algorithm (based on linear segments of the small molecule that include up to seven atoms) in the OpenBabel software package (http://openbabel.org) to evaluate the compounds’ Tanimoto coefficients. These values represent a statistical measure of the chemicals’ similarity. However, the highest pairwise Tanimoto coefficient was only 0.37 (Fig. 5C). This is lower than the most common cutoffs considered to indicate a close structural relationship between the molecules (0.55) or that they share an activity and a target (0.85) (53). However, the transcriptional overlap suggests that the compounds are likely to activate the same pathways.

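From this overlap the paper proposes that LK34, LK35 and LK38 act on the same pathways. Compared directly, the 3 compounds also differed in named genes. *fmo-2* measured 3674 ± 1248 with LK34 and lay at the floor or within 0.06 of it on every array of LK35 and LK38 (adjusted p = 2.2e-08 and 1.3e-08), so that it was at least 756- and at least 758-fold higher with LK34. *gst-4* was 108- and 68.2-fold higher, with LK35 A at the floor (SE 0.43 on the log2 scale; adjusted p = 1.0e-05 and 1.2e-05). *nit-1* (188607_at), a member of the nitrilase family, was 42.5- and 45.4-fold higher with LK34 (SE 0.42 on the log2 scale; adjusted p = 5.8e-05 and 2.5e-05). *cyp-35B1* (189366_at), which encodes a cytochrome P450, measured 8.26 ± 1.39 with LK34 and 577 ± 293 with LK38 (mean ± SD, n = 3; adjusted p = 5.9e-06).

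By limma, 18 probe sets were higher with LK34 than with LK35 and 1 lower, and 19 were higher with LK34 than with LK38 and 33 lower. The count against LK35 was 12 without LK34 B and 11 without LK35 C, and that against LK38 was 85 without LK38 C and 100 without LK32 C, LK35 A and LK38 C. Without DMSO B, LK32 C and LK35 A, the counts were 11 and 45, and both of these omissions were chosen after seeing the data. With only the arrays of the groups compared, 3 and 8 were called, of which 3 and 7 are among the 19 and 52. Fold changes lay within 2-fold for 96.76% and 98.36% of the 9033 brighter probe sets, above 5 on the log2 scale in at least 3 arrays, but their 95% intervals did so for 74.44% and 79.11%. Gene lists were compared between compounds after the results against DMSO had been seen. Of 45 glutathione S-transferase probe sets, 7 were higher with LK34 than with LK35 (mean log2 difference 0.834; adjusted p = 7.8e-03 with an estimated correlation), and *gst-19*, *gst-24*, *gst-12* and *gst-4* were higher than with LK38 (0.56; 0.036). Of 12 SKN-1 genes, 4 and 2 were higher, among them *gst-4* and *gst-12* (1.771 and 1.215; 9.6e-04 and 7.8e-03). Of 75 cytochrome P450 probe sets, 1 was higher with LK34 and 13 with LK38 (-1.025; 5.5e-04). Of 11 genes listed as NHR-49 and MDT-15 fatty acid targets, only *fmo-2*, which encodes a flavin-containing monooxygenase, was called higher with LK34 in both comparisons. The list's mean log2 differences were 1.096 and 1.075 (adjusted p = 0.018 and 7.8e-03 with an estimated correlation). The large difference of *fmo-2* enters both means, so they do not show a difference in the genes of fatty acid metabolism. Of 12 PMK-1 genes, limma called 0 in both comparisons (3 higher with LK34 than with LK35, and 1 higher and 3 lower than with LK38, at an unadjusted p under 0.05).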

**FIG 5:**
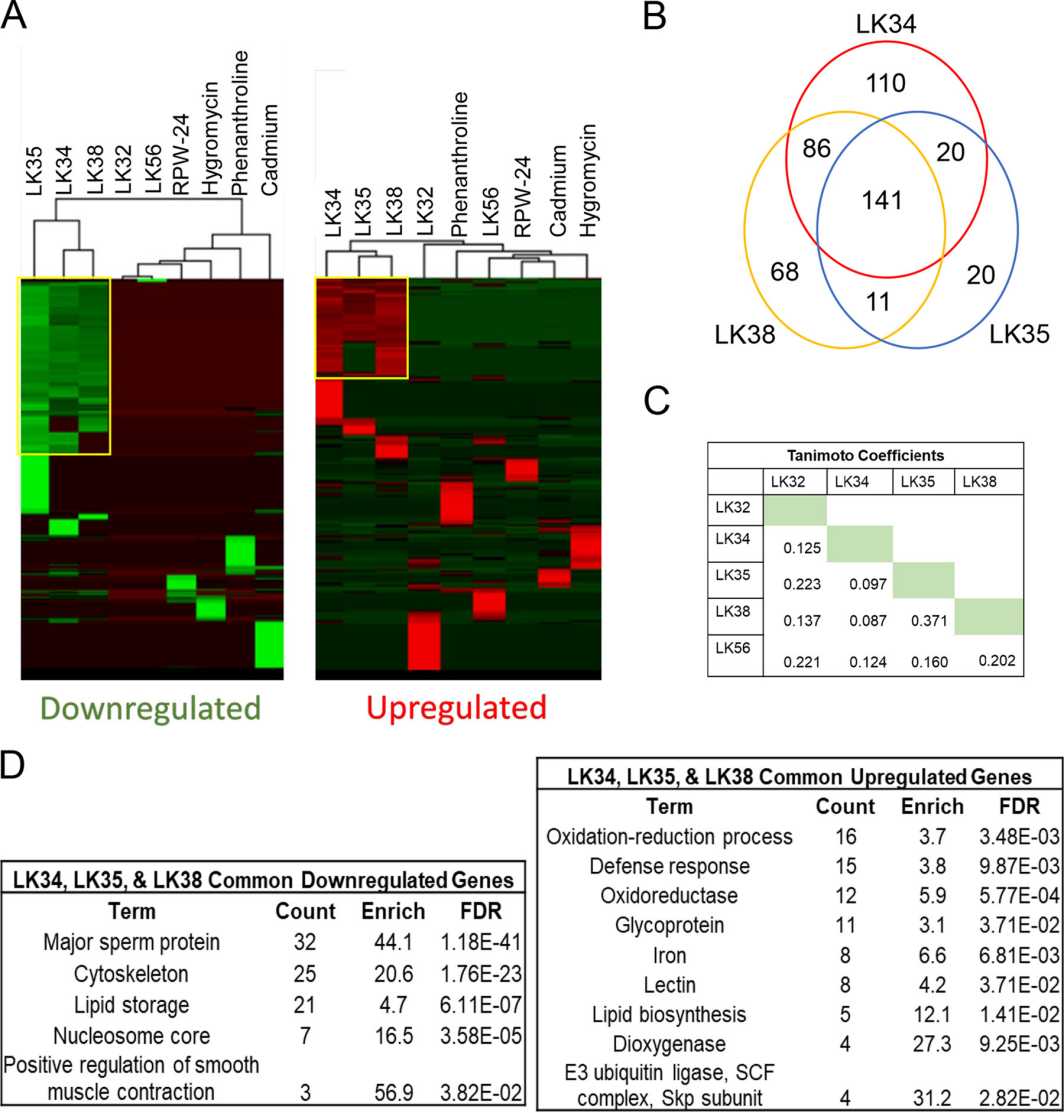
LK34, LK35 and LK38 share common pathways responsible for defense response. (A) Heat map of upregulated and downregulated genes after normalization to average fold change across all conditions. (B) Venn diagram of genes upregulated by LK34, LK35, or LK38. (C) Pairwise compound Tanimoto coefficients calculated using OpenBabel (see Materials and Methods). (D) Gene Ontology terms for upregulated and downregulated genes from the LK34, LK35, and LK38 common set.

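LK34, LK35 and LK38 formed a branch of their own with the distance and linkage that the methods name, applied to the 5 compounds alone. The other treatments in the heat map were not analysed here. Over 1689 probe sets that rose more than 2-fold with any compound, the mean distance was 25.8 within LK34, LK35 and LK38 and 41.7 between them and LK32 and LK56, a ratio of 0.619. LK34 and LK35 joined at the shortest distance, 22.9. Over 671 probe sets that fell, among them *fil-1* and *cpr-2*, the distances were 7.73 and 33.7, a ratio of 0.229, and LK34 and LK38 joined at the shortest distance, 6.98. LK32 and LK56 lay 27.4 apart over the probe sets that rose and 17.3 over those that fell.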

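The 180 probe sets higher with LK34, LK35 and LK38 include those of *pud-4*, *sysm-1*, *comt-4*, *fipr-24* and *gst-10*. A further 59 rose with LK34 and LK38, 16 with LK34 and LK35, and 15 with LK35 and LK38, and 81, 13 and 101 rose with LK34, LK35 or LK38 alone among the 3. With only the arrays of the groups compared, 33 rose with all 3, 14, 15 and 6 with these pairs, and 99, 16 and 27 with 1 of them. Without probe sets of several transcripts, these were 77, then 29, 6 and 1, then 36, 5 and 51. Leaving out 1 array in turn, the pairs ranged from 20 (without LK38 B) to 116 (without LK35 B), from 5 (LK35 C) to 30 (LK38 C) and from 10 (LK35 B) to 28 (LK34 C), and the single compounds from 41 (LK34 B) to 119 (LK38 A), from 5 (LK35 C) to 26 (LK38 C) and from 55 (LK38 B) to 244 (LK38 C). Of the probe sets that fell, 139 were common to all 3, 27, 3 and 20 to LK34 and LK35, LK34 and LK38, and LK35 and LK38, and 14, 74 and 7 fell with LK34, LK35 or LK38 alone among the 3. In the same order, these ranged from 7 (LK35 A) to 68 (LK38 C), from 1 to 20 (LK35 C) and from 9 (LK38 C) to 43 (LK34 C) for the pairs, and from 6 (LK34 A) to 26 (LK35 A), from 23 (LK35 A) to 181 (LK35 B) and from 2 to 14 (LK38 C) for the single compounds. Of the 180, 14 also rose with LK32 and 17 with LK56, and 9 with both, such as *far-3*, *C32H11.4* and *irg-5*. A probe set called with 1 compound is not shown to differ from the others by these counts.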

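The common set holds 163 probe sets of a single gene that rose and 112 that fell. Among those that rose, *fipr-24* (172241_x_at), a gene of the fungus-induced protein family, ranked 4 of all 180 by its mean log2 fold change (5.79, 4.34 and 7.04 with LK34, LK35 and LK38; SE 0.44; adjusted p = 1.1e-05, 9.7e-05 and 1.3e-06). *mtl-2* (194150_x_at), which encodes a metallothionein, rose from 4314 ± 314 to 10180 ± 1762, 15400 ± 391 and 15960 ± 2337 (mean ± SD, n = 3 each; adjusted p = 2.0e-04, 8.8e-06 and 5.4e-06). Among those that fell, *F49E12.10* (190009_at) measured 227 ± 26.3 with DMSO and 15.1 ± 3.53, 7.89 ± 3.84 and 9.98 ± 3.09 with the compounds (adjusted p = 1.1e-05, 1.8e-06 and 2.8e-06), and 32 of the 139 match genes of the major sperm protein family alone. The figure gives the same number for that term, counted on the paper's own common set. Table S3 lists 131 distinct probe sets for that set, 106 of which were shared here, so the members need not be the same. Of 162 probe sets of cuticle collagens, 6 rose and 7 fell with LK34, 8 rose and 3 fell with LK35, and 8 rose and 3 fell with LK38 (7 and 7, 8 and 5, and 8 and 3 over the list alone), with *col-8*, *col-143*, *col-101*, *col-140* and *col-95* higher and *col-129* and *col-81* lower with all 3. The list as a whole passed with none of these (adjusted p = 0.13, 0.20 and 0.78). Of 76 probe sets of ribosomal proteins, 3, 10 and 9 fell with LK34, LK35 and LK38 (3, 18 and 21 over the list alone), among them *rpl-3*, *rps-7* and *rpl-11.2* with all 3 (adjusted p = 0.088, 0.068 and 0.029 with an estimated correlation).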

### Disrupting a single genetic pathway generally did not compromise the rescuing activity of most LK drugs.

Based on the presence of effectors for well-known innate immune pathways in the transcriptional profiles of C. elegans exposed to LK molecules, we predicted that the compounds were acting through one or more of these pathways, despite the low levels of reporter activation. To test this, RNAi was used to knock down *daf-16/FOXO*, *elt-2/GATA*, *pmk-1/p38 MAPK*, *atf-7*/*ATF7*, or *skn-1/Nrf2*. Sterile, young adult *glp-4(bn2)* worms were then exposed to P. aeruginosa under liquid killing conditions in the presence of either DMSO or one of the immunostimulatory compounds. Surprisingly, none of the RNA interference (RNAi) conditions tested completely eliminated the ability of the LK compounds to rescue C. elegans (Fig. 6).

**FIG 6:**
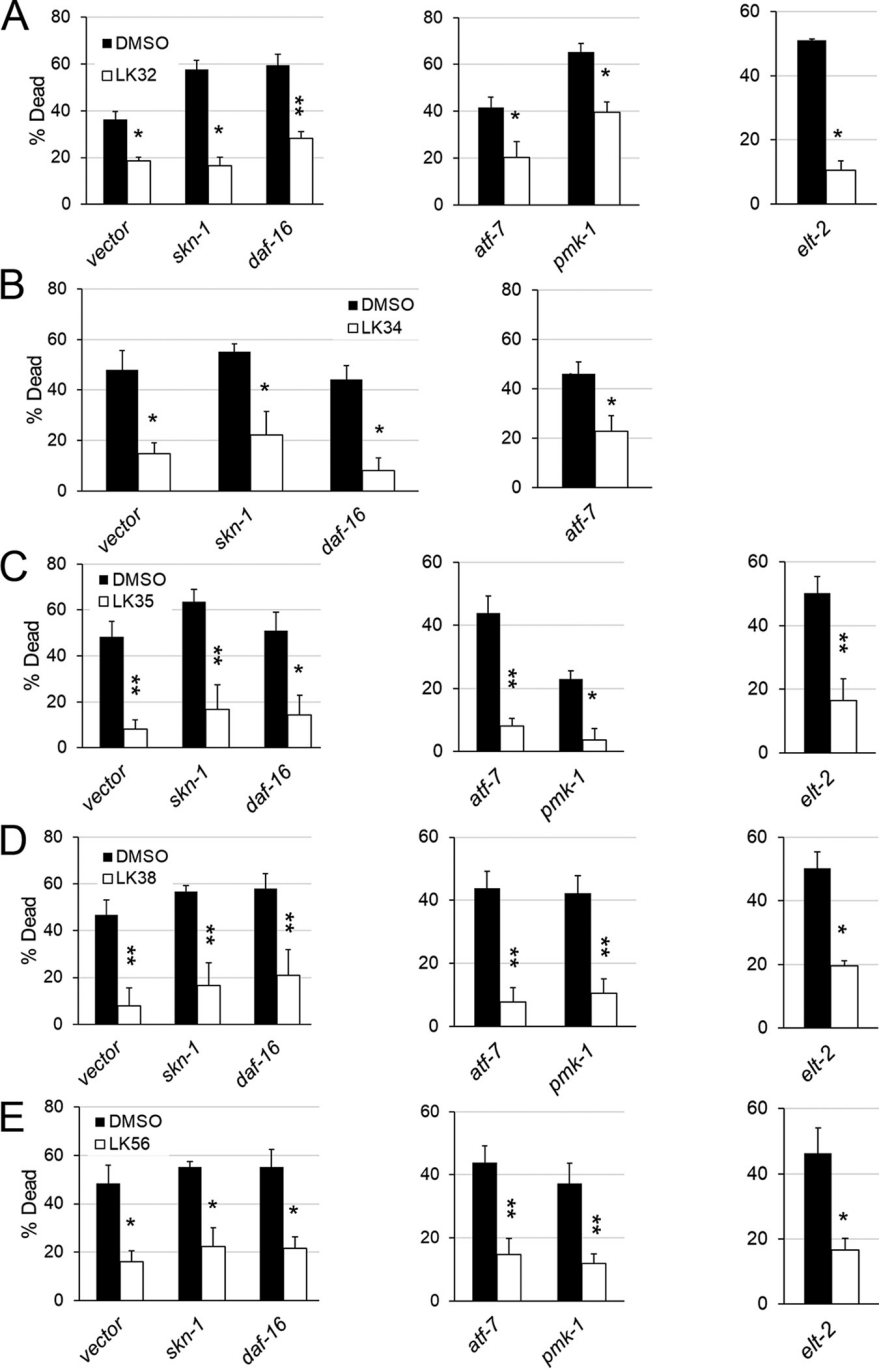
Rescue in liquid killing does not depend upon single canonical innate immune pathway. (A to E) Liquid killing of *glp-4(bn2)* worms reared on RNAi-targeting *skn-1/Nrf2*, *atf-7/ATF5*, *daf-16/FOXO*, *pmk-1/p38 MAPK*, *elt-2/GATA*, or vector RNAi were treated with DMSO or DMSO containing LK32 (A), LK34 (B), LK35 (C), LK38 (D), or LK56 (E). RNAi conditions measured at different time points are represented by different graphs within the same panel. The concentration was either 32 µM (LK38 and LK56) or 64 μM (LK32, LK34, and LK35), depending on which most consistently rescued. At least six wells, containing 20 worms each, were used per biological replicate to determine survival for each condition, and averages from at least three biological replicates are shown. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. *P* values were calculated using Student’s *t* test. Error bars represent standard error of the mean.

It is worth noting that depletion of several of these transcripts via RNAi is known to alter the timing of P. aeruginosa-mediated liquid killing. For example, *daf-16/FOXO(RNAi)* compromises survival in liquid media, even in the absence of P. aeruginosa, as DAF-16 provides some resistance to the stress of immersion. This is consistent with our observations that worms incubated in liquid exhibit increased levels of constitutive nuclear translocation of DAF-16/FOXO (30). Consequently, targeting *daf-16/FOXO* with RNAi nonspecifically shortens worm survival in liquid killing.

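The highest mean rise over LK34, LK35 and LK38 was that of *pud-4* (186519_at), whose name stands for a protein upregulated in *daf-2* mutants. It measured 10.9 ± 2.00 with DMSO and 3668 ± 272, 4005 ± 966 and 3839 ± 432 with LK34, LK35 and LK38 (mean ± SD, n = 3 each), or 339-, 363- and 354-fold (SE 0.41 on the log2 scale; adjusted p = 1.2e-07, 1.9e-07 and 1.5e-07). Next was *sysm-1* (178297_at), which rose from 5.92 ± 0.059 to 796 ± 282, 994 ± 201 and 805 ± 458, or 130-, 166- and 123-fold (SE 0.31 on the log2 scale; adjusted p = 6.6e-08, 1.1e-07 and 8.6e-08). 176851_at rose from 121 ± 7.79 to 8792 ± 2022, 8351 ± 452 and 8070 ± 535, or 71.3-, 68.8- and 66.5-fold (SE 0.27 on the log2 scale; adjusted p = 6.6e-08, 1.1e-07 and 8.6e-08). Table S3 gives this probe set as the gene *comt-4*, of a family of catechol-O-methyltransferases, while it matches 0 genes in the annotation used here. They ranked 1, 2 and 3 of the 180 probe sets shared by the compounds. With DMSO, *sysm-1* lay close to the floor, so its fold rests on a low intensity.

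**Figure D5:**
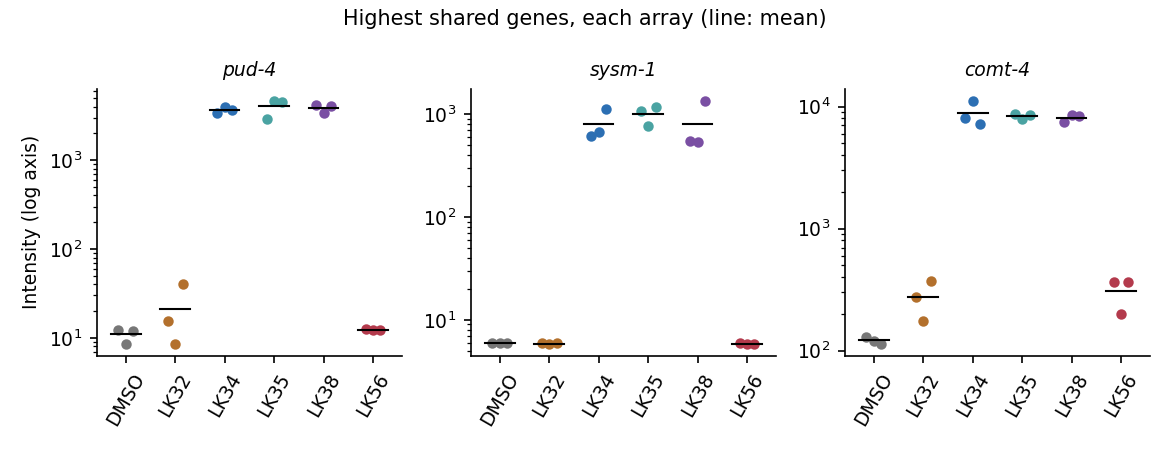
Intensity on a log scale of *pud-4*, *sysm-1* and *comt-4* (176851_at, gene as in Table S3) on each array (points) with the mean of each group (lines), for DMSO and the 5 compounds. With LK34, LK35 and LK38 they lie 339- to 363-fold, 123- to 166-fold and 66.5- to 71.3-fold above DMSO.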

As an alternative approach, we developed a panel of phosphatases, kinases, transcription factors, and the three genes most upregulated by LK34, LK35, and LK38. RNAi was used to target each of these genes and then worms were exposed to P. aeruginosa in liquid killing conditions in the presence of DMSO, LK34, LK35, or LK38. As with the previous assays, rescue was unchanged (see Fig. S4A in the supplemental material).

10.1128/mSphere.00950-20.4 FIG S4 RNAi does not abolish compound activity. (A) Sterile, young adult *glp-4(bn2)* worms were reared on RNAi targeting *irid-28*, *F38B2.4*, *T24B8.5*, *mex-5*, *Y105C5B.15*, *comt-4*, or empty vector and then exposed to P. aeruginosa in the liquid killing assay. (B) Sterile, young adult *glp-4(bn2)* worms were reared on RNAi targeting *met-2*, *osm-8*, *rde-4*, *oga-1*, *daf-2*, *lin-35*, *glp-1*, *dpy-10*, or *dpy-9* and then exposed to P. aeruginosa in the liquid killing assay. These genes were chosen using WormEXP with the criterion that gene expression after mutation would be similar (in terms of upregulation and downregulation) to exposure to LK56. Endpoints were collected at different times (to allow DMSO-treated worms to be approximately 30 to 50% dead). Assays collected at different time points are shown on different graphs. Data show the means from three biological replicates. For each experiment, three biological replicates were performed, with each replicate comprised of six wells with 20 worms/well. Error bars represent standard error of the mean. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. *P* values were calculated using Student’s *t* test. Download FIG S4, PDF file, 0.2 MB. Copyright © 2021 Hummell et al. 2021 Hummell et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### LK56 requires MDT-15/MED15 and NHR-49/HNF4 for activity.

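Single genes of xenobiotic metabolism rose with LK56. *cyp-35A2* (189512_at), which encodes a cytochrome P450, rose from 97.5 ± 33.1 with DMSO to 4446 ± 328 with LK56 and 1798 ± 294 with LK38 (mean ± SD, n = 3 each; adjusted p = 8.9e-06 and 1.9e-05). *cyp-35A3* (189304_at) rose 73.3- and 23.0-fold with LK56 and LK38 (SE 0.27 on the log2 scale; adjusted p = 3.5e-07 and 8.6e-07), and *cdr-4* (191871_s_at), a gene of a cadmium-responsive family, 66.0- and 21.8-fold with LK56 and LK38 and 14.9-fold with LK34 (SE 0.47; adjusted p = 4.2e-05, 1.4e-04 and 4.2e-04). *T16G1.6* (178563_at), at the floor on every DMSO array, rose at least 42.4-fold with LK56 and at least 77.0-fold with LK38 (SE 0.39; adjusted p = 2.5e-05 and 1.3e-06), the latter at least 6.91 instead of at least 6.27 on the log2 scale without LK38 C. Of 75 cytochrome P450 probe sets, 6 rose with LK56 (*cyp-37A1*, *cyp-35C1*, *cyp-35A3*, *cyp-35B1*, *cyp-35A2* and *cyp-33B1*) and 1, 3, 4 and 18 with LK32, LK34, LK35 and LK38 (20 with 1 lower for LK56, and 1, 4, 4, and 26 with 1 lower for the others, over the list alone). The list's adjusted p with an estimated correlation was 0.073 for LK56 and 0.82, 0.68, 0.83 and 0.013 for the others. Of 30 short-chain dehydrogenase probe sets, *dhs-23*, *dhs-2*, *dhs-7* and *dhs-20* rose with LK56 (9 over the list alone; adjusted p = 0.021 with an estimated correlation). Of 64 probe sets of UDP-glucuronosyltransferases, which conjugate foreign compounds, *ugt-5* and *ugt-22* rose with LK56 (5 over the list alone; adjusted p = 0.34 with an estimated correlation, and 0.106 at the preset without DMSO C).

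LK32 and LK56 were also compared directly, with 24 probe sets higher with LK32 and 29 with LK56. With only the arrays of these groups 10 were called. Another split of the 6 arrays, LK32 A, LK32 B and LK56 C against the rest, called 119. In omissions chosen after seeing the data, 85 were called without LK32 C, LK35 A and LK38 C and 70 without DMSO B, LK32 C and LK35 A. *cyp-35A2* and *cyp-35A3* were 36.7- and 70.2-fold higher with LK56 (adjusted p = 1.7e-05 and 2.0e-07). Of the cytochrome P450 list, 4 members were higher with LK56, *cyp-35A2*, *cyp-35A3*, *cyp-35B1* and *cyp-35C1* (adjusted p = 0.12 with an estimated correlation), where the call of *cyp-35B1* ended without LK32 A (-2.22), LK32 B (-1.99), LK56 A (-2.19) or LK56 B (-2.29), with the replicate block (-2.31) and after an offset of 16 (-1.22). Of the short-chain dehydrogenases, the same 4 as against DMSO were higher with LK56 (adjusted p = 0.014 with an estimated correlation), where the call of *dhs-23* ended without LK56 B (-5.78 against -5.71 with all arrays, at an adjusted p of 0.05 or more) and after an offset of 16 (-3.66). *dhs-23* lay at the floor on every DMSO and LK32 array, and its log2 value against DMSO, at least 5.71, was at least 6.33 without LK56 A and at least 5.00 without LK56 C.

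**Figure D6:**
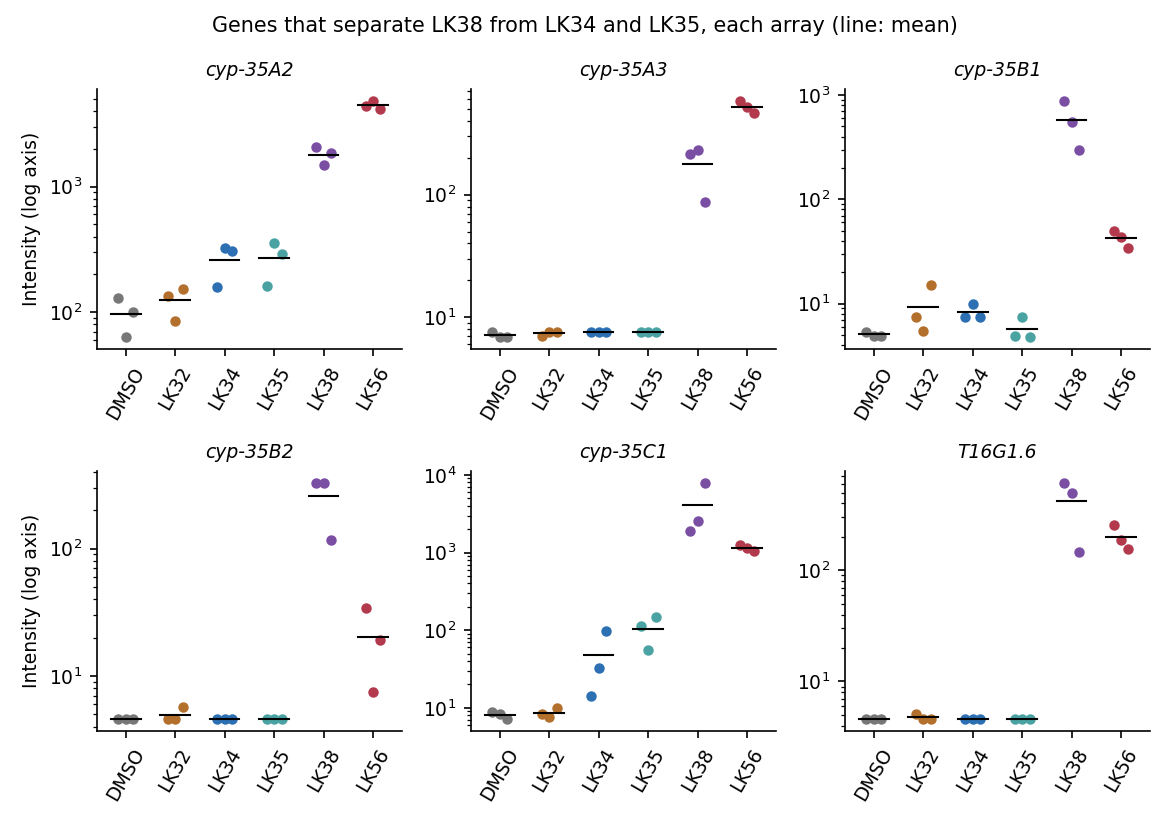
Intensity on a log scale of *cyp-35A2*, *cyp-35A3*, *cyp-35B1*, *cyp-35B2*, *cyp-35C1* and *T16G1.6* on each array (points) with the mean of each group (lines), for DMSO and the 5 compounds. *cyp-35A2* and *cyp-35A3* are 47.4- and 73.3-fold above DMSO with LK56 and 19.0- and 23.0-fold with LK38.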

Due to its strong rescue and unique transcriptional profile, we also created a panel of genes to test for LK56. We used WormEXP to identify candidate genes whose disruption resulted in patterns of differential gene expression that matched worms treated with LK56. Of the nine genes initially tested (*mdt-15*/MED15, *met-2*/SETDB, *osm-8*, *rde-4*/TARBP2, *oga-1*/OGA, *daf-2*/IGFR, *lin-35*/Rb, *glp-1*/NOTCH, *dpy-9*/COL6, and *dpy-10*/COL6), only *mdt-15/*MED15 disruption was able to completely abolish LK56-dependent rescue (Fig. 7A; see Fig. S4B in the supplemental material). This effect was specific, since *mdt-15(RNAi)* had no effect on the ability of LK35 or LK38 to rescue in this assay (Fig. 7B). Importantly, MDT-15 was also required for LK56-mediated rescue in E. faecalis and S. aureus pathogenesis assays (Fig. 7C).

**FIG 7:**
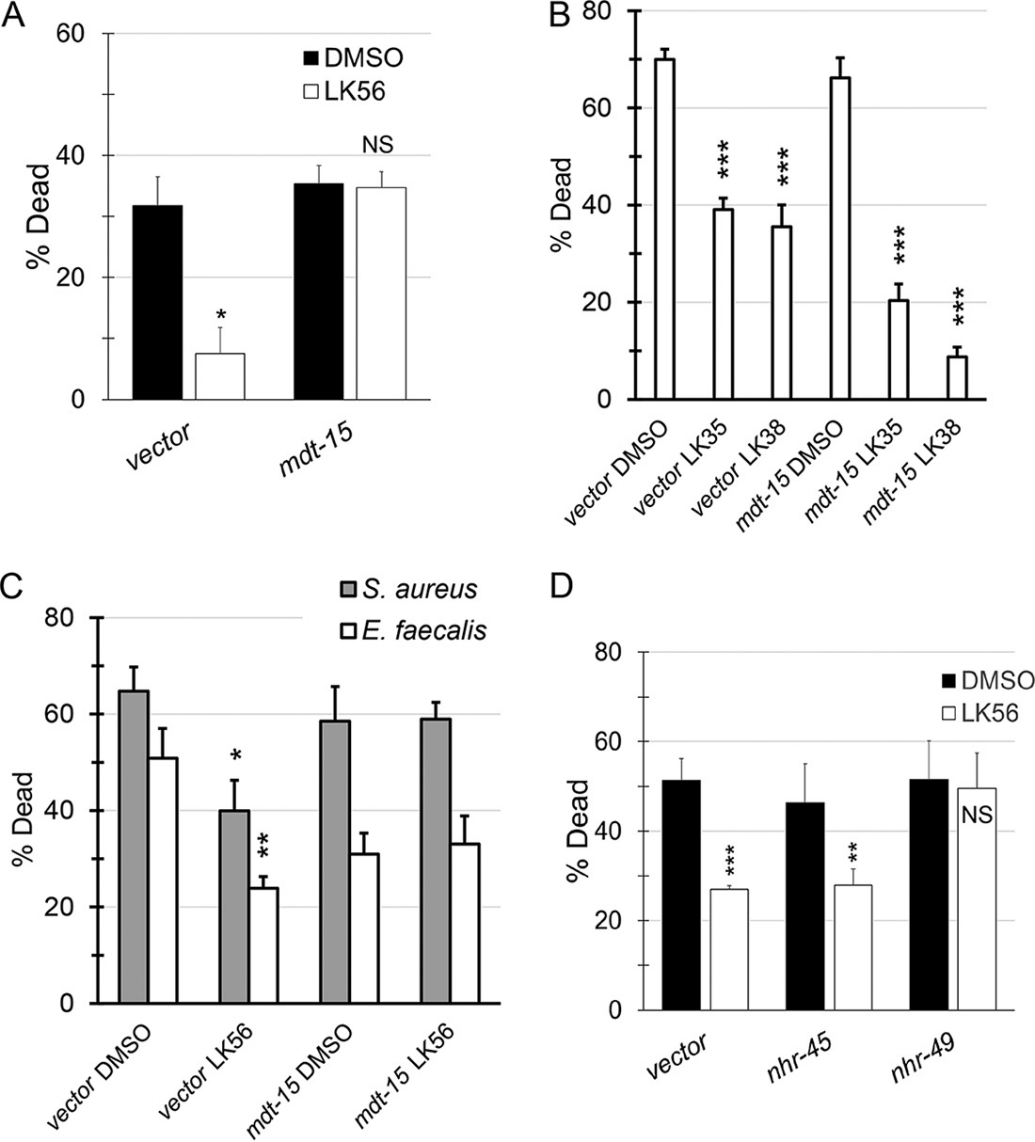
Rescue from pathogens by LK56 requires MDT-125/Med15. (A and B) Young adult *glp-4(bn2)* worms reared on vector or *mdt-15(RNAi)* were incubated with P. aeruginosa strain PA14 in the liquid killing assay with or without LK56 at 32 µM. (B) Young adult *glp-4(bn2)* worms reared on vector or *mdt-15(RNAi)* were exposed to P. aeruginosa PA14 in the liquid killing assay in the presence of LK35, LK38, or DMSO. (C) Young adult *glp-4(bn2)* worms reared on vector or *mdt-15(RNAi)* and then exposed to E. faecalis or S. aureus in liquid-based assays in the presence or absence of LK56 at 32 µM. (D) Young adult *glp-4(bn2)* worms reared on vector, *nhr-49(RNAi)*, or *nhr-45(RNAi)* were incubated with P. aeruginosa PA14 in the liquid killing assay with or without LK56 at 32 µM. Each replicate included at least six wells, with approximately 20 worms per well. The data shown are mean values from a representative replicate. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. *P* values were calculated using Student’s *t* test. Error bars represent the standard error of the mean. At least three biological replicates were performed.

MDT-15/MED15 is a subunit of the Mediator complex, which is required for gene transcription in all eukaryotes. Unlike other subunits of the complex, MDT-15 specifically regulates a subset of genes. It is best known for its role in regulating fatty acid biosynthesis (54), but it also has been shown to play roles in the response to fasting, heavy metal detoxification, and xenobiotic metabolism and in maintaining mitochondrial homeostasis (55–57).

MDT-15 partners with at least two different nuclear hormone receptors, NHR-45 and NHR-49, to regulate gene expression. Therefore, we also tested whether RNAi targeting these genes would affect LK56-mediated rescue. *nhr-49(RNAi)*, but not *nhr-45(RNAi)*, abolished compound rescue, suggesting that NHR-49/HNF4, like MDT-15/MED15, is required for LK56 activity (Fig. 7D).

Interestingly, MDT-15/MED15 and NHR-49/HNF4 have been independently linked with innate immune defense in C. elegans (58–60), but this is the first time that they have been linked to the same process. An interesting possibility is that fatty acid metabolism, a function commonly associated with both genes (61, 62), underlies LK56 rescue. We would predict that this is independent of the ability of NHR-49 and MDT-15 to activate fatty acid metabolism in response to oxidative stress, however, since several pieces of data suggest that oxidative stress is not particularly prominent during LK56 exposure. First, DHE staining was not increased, suggesting that superoxide and peroxide production were not dramatically increased. Furthermore, a *gst-4p*::GFP reporter was not activated by the compound and our data indicate that SKN-1 is dispensable for LK56-mediated rescue. The possibility that LK56 may tie fatty acid metabolism to innate immunity is tantalizing, but needs further investigation.

### LK38 requires PMK-1/p38 MAPK to protect worms from slow killing.

The finding that each of the compounds activated PMK-1/p38 MAPK targets was of interest, as this pathway is associated with enhanced immunity against multiple bacterial pathogens in agar-based C. elegans assays. Therefore, we tested whether these compounds could promote survival in an agar-based, high-colonization pathogenesis model known as slow killing. 

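*irg-5* (179695_at), an infection response gene whose expression depends on PMK-1, rose with every compound. It measured 120 ± 42.0 with DMSO and 403 ± 77.3, 1268 ± 23.5, 1552 ± 204, 1880 ± 210 and 896 ± 215 with LK32, LK34, LK35, LK38 and LK56 (mean ± SD, n = 3 each; adjusted p = 3.1e-03, 4.4e-06, 2.1e-06, 8.6e-07 and 4.9e-05). *irg-4* (178843_at), which encodes a secreted CUB-like protein, rose 4.91-, 5.50- and 14.8-fold with LK34, LK35 and LK38 (SE 0.37 on the log2 scale; adjusted p = 3.4e-03, 2.2e-03 and 5.5e-05). Of 12 PMK-1 effector genes, *clec-85*, *K08D8.5*, *sysm-1*, *irg-4*, *irg-5* and *lys-2* rose with each of LK34, LK35 and LK38, and *dod-24* fell with LK35 and LK38. *irg-5* was the 1 member that passed with LK32 and with LK56. Adjusted over the list alone, 3, 7, 6, 8 and 6 rose with LK32, LK34, LK35, LK38 and LK56, and 1 fell with LK35 and LK38. The median log2 fold changes of the list were 0.485, 1.19, 0.816, 1.401 and 0.627, and the list as a whole gave adjusted p = 0.073, 0.013, 0.046, 0.013 and 0.068 with an estimated correlation. These genes were chosen from knowledge of the pathway and are not the list behind Table 1, which was not analysed here.

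**Figure D7:**
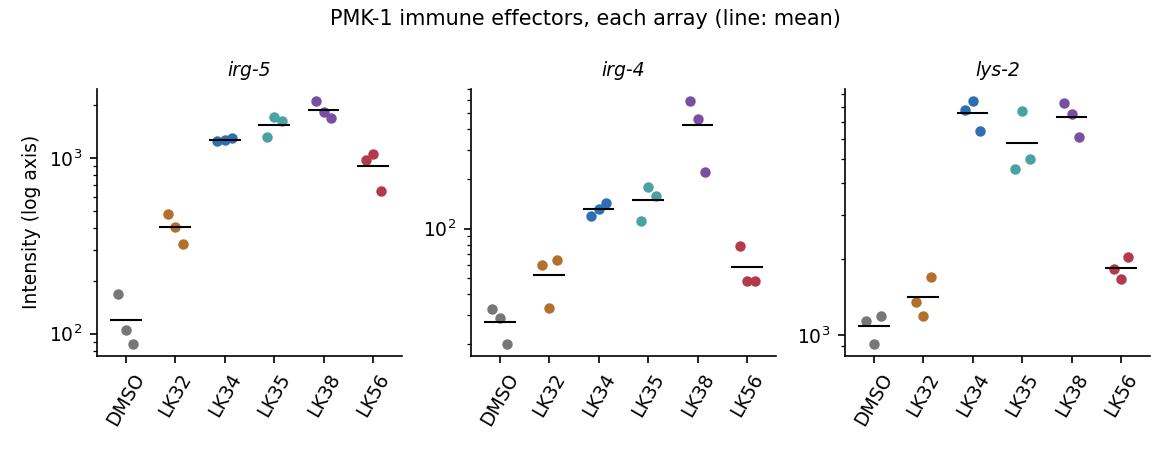
Intensity on a log scale of *irg-5*, *irg-4* and *lys-2* on each array (points) with the mean of each group (lines), for DMSO and the 5 compounds. *irg-5* lies 3.44- to 16.2-fold above DMSO with the 5 compounds.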

Loss of PMK-1 activity substantially compromises survival in the slow-killing assay (16, 47). Wild-type, young adult worms were exposed to P. aeruginosa strain PA14 on agar plates impregnated with each of the five compounds. Four of the five compounds (LK32, LK34, LK38, and LK56) improved survival (Fig. 8; see also Table S2 in the supplemental material for the TD_50_ and overall statistical significance). To see whether this depended upon the PMK-1 pathway, LK32, LK38, and LK56 were retested in worms where RNAi was used to knock down *pmk-1*/*MAPK* or *atf-7/ATF7* (a key transcription factor whose activity is modulated by PMK-1 [63, 64]) (Fig. 9; see Table S2 in the supplemental material for TD_50_ and overall statistical significance). As with liquid killing, LK32 and LK56 retained at least partial ability to rescue in spite of disruption of the PMK-1 MAPK pathway via RNAi.

**FIG 8:**
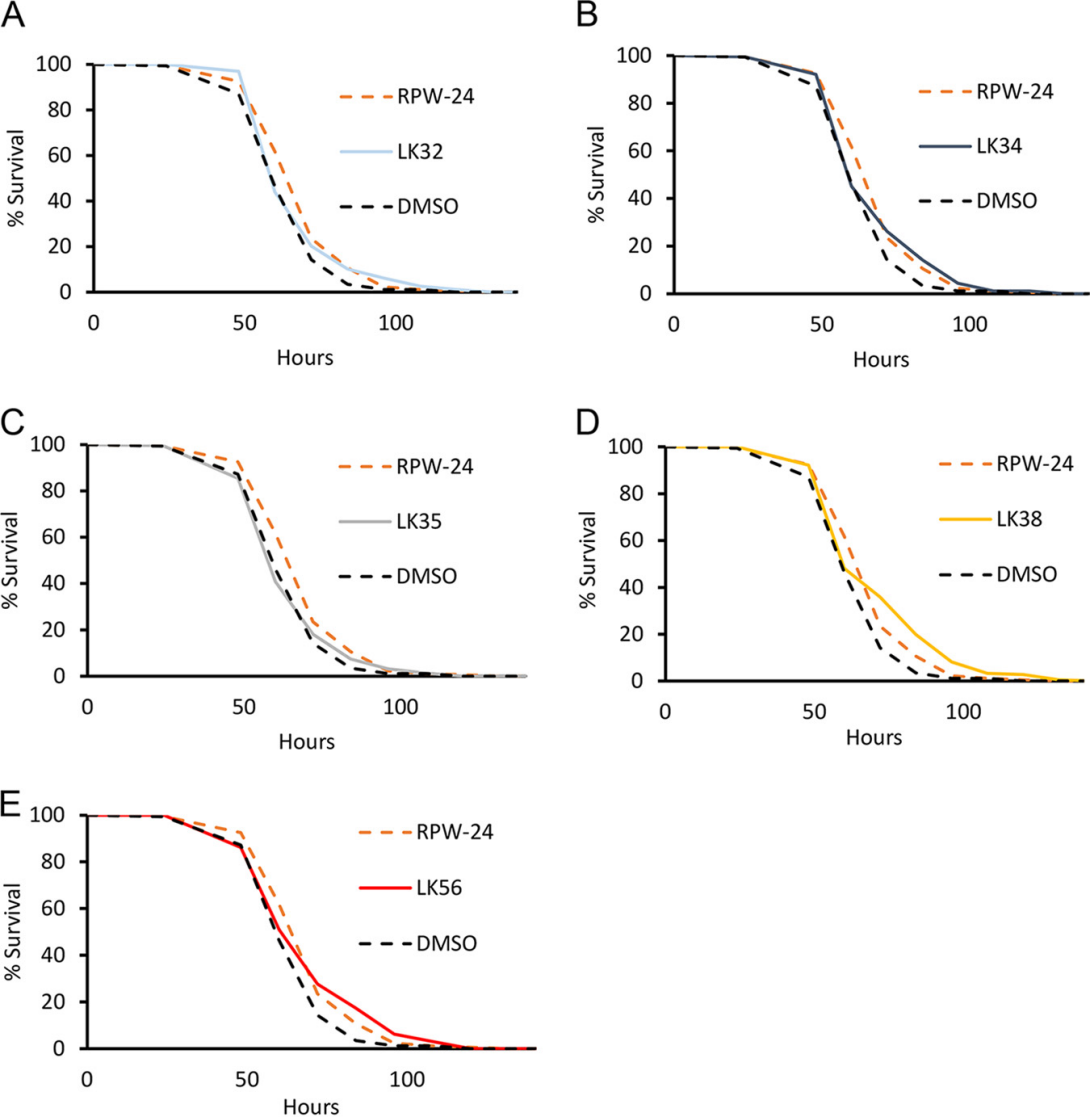
Four LK molecules extend C. elegans life span in the slow-killing assay. Slow-kill assays were performed with young adult, wild-type C. elegans using SK media plates containing LK32 (A), LK34 (B), LK35 (C), LK38 (D), or LK56 (E) or RPW-24 (as a positive control) at 50 µM. The data shown are from a representative replicate. Each of the three biological replicates was comprised of three plates per condition, with each plate containing ∼60 worms. Statistical significance was calculated using a log-rank test. Worms that left the surface of the plate were excluded from analysis (see Table S2 in the supplemental material for TD_50_ and exact *P* values). For DMSO versus compound, *P* < 0.05 for LK32 and LK34, *P* < 0.01 for LK56, *P* < 0.001 for LK38 and RPW-24, and *P* > 0.05 (not significant) for LK35.

**FIG 9:**
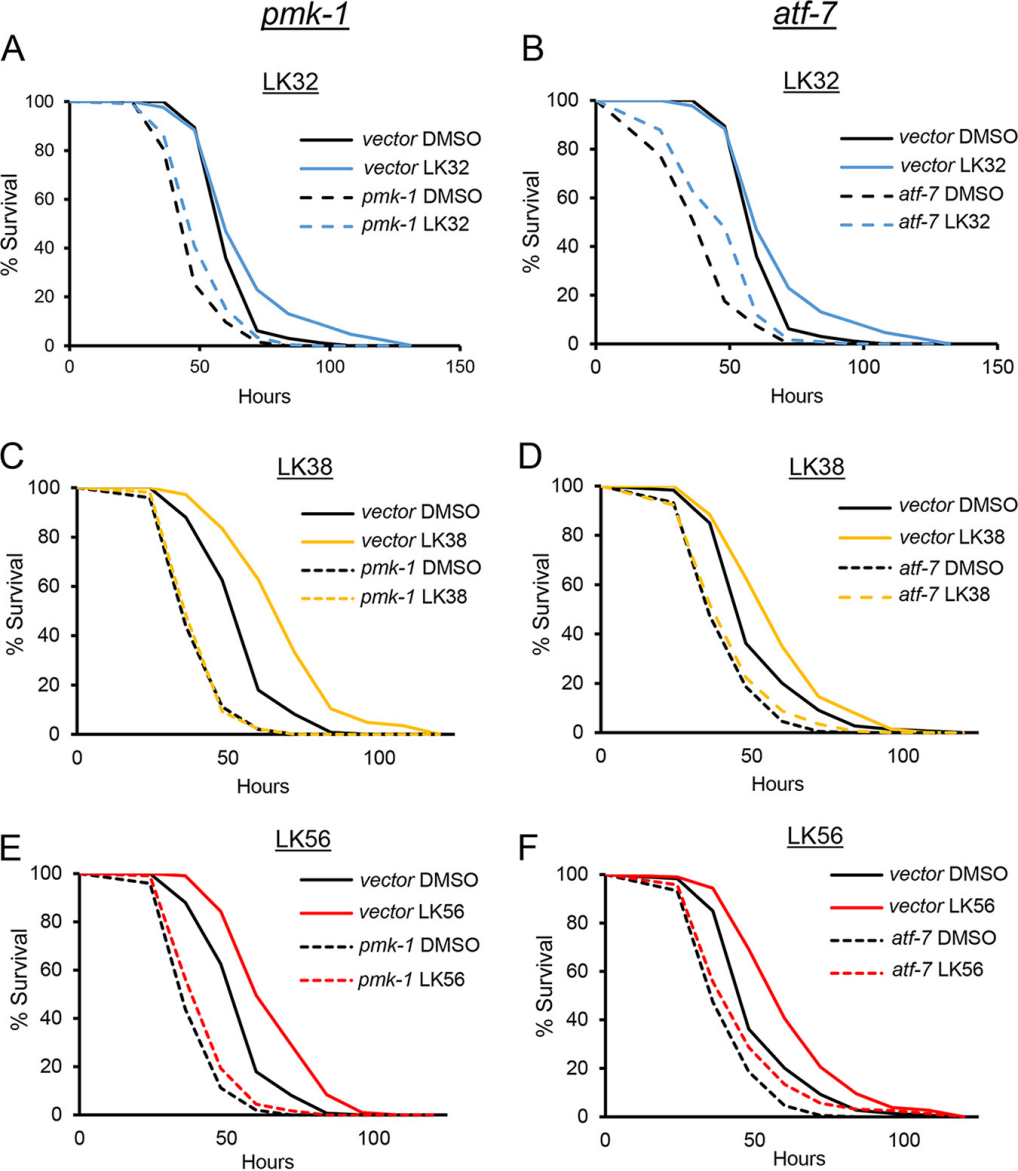
Rescue in slow killing by a subset of LK compounds depends upon the PMK-1/p38 MAPK pathway. Wild-type L4 worms were reared on RNAi targeting *pmk-1*/p38 MAPK, *atf-7/ATF-7*, or empty vector and placed onto slow-killing plates containing DMSO or LK32 (A and B), LK38 (C and D), or LK56 (E and F) at 50 µM. Starting at 24 h, worms were scored every 12 h for survival until all worms perished. Each of the three biological replicates was comprised of three plates, each plate contained approximately 50 to 70 worms. Statistical significance was calculated using log-rank test (see Table S2 in the supplemental material for TD_50_ and exact *P* values). For vector RNAi, DMSO versus compound, *P* < 0.001 for LK38, LK56, and LK32. For *pmk-1/p38 MAPK(RNAi)*, DMSO versus compound, *P* < 0.01 for LK32, *P* < 0.05 for LK56, and *P* > 0.05 (not significant) for LK38. For *atf-7*/*ATF-7*(*RNAi*), DMSO versus compound, *P* < 0.001 for LK32, *P* < 0.01 for LK56, and *P* > 0.05 (not significant) for LK38.

In contrast, LK38 was completely dependent upon the PMK-1/MAPK pathways. This was further confirmed using loss-of-function mutations of *nsy-1/MAP3K(ag3)* and *sek-1/MAP2(km4)*, two MAPK pathway members that are upstream of PMK-1/p38 MAPK (65) (see Fig. S5 in the supplemental material for survival curves and Table S2 for TD_50_ and overall statistical significance). These results suggest that the target of LK38 is upstream or parallel to NSY-1/MAP3K.

## DISCUSSION

### Phenotype-based, host-pathogen screens facilitate the identification of immunostimulatory compounds.

Known innate immune stimulators generally fall into two groups. The first is naturally occurring substances like vaccine adjuvants and agonists of pattern receptors of the innate immune system (TLRs, NLRs, etc.). The second, much smaller, group is composed of synthetic small molecule stimulants like pidotimod, a compound that induces dendritic cell maturation and stimulates the release of proinflammatory cytokines, polarizing CD4^+^ T cells toward a Th1 cell fate (66). Identification of the latter group of compounds is difficult using conventional drug screening methods. However, whole organism phenotypic screening, an approach pioneered by the Ausubel lab using C. elegans and medically relevant bacteria (67, 68), has tremendous promise for identifying these types of compounds.

Using a well-developed C. elegans*-*P. aeruginosa pathosystem, we have previously carried out a moderately sized, phenotype-based screen of several fragment-based small molecule libraries. Hits from this screen appeared to fall into several broad categories, including conventional antimicrobials (i.e., those that prevent bacterial growth) (14, 69), drugs that interfere with bacterial factors required for virulence (e.g., by preventing the production or function of pyoverdine) (18, 19), and those that appear to stimulate host immunity. Here, we characterized five molecules—LK32, LK34, LK35, LK38, and LK56—that fall into this last category.

Several lines of evidence supported this claim, including their ability to mediate rescue against multiple pathogens or against P. aeruginosa in pathogenesis assays with very different, nonoverlapping virulence determinants. The observations that the LK compounds also generally activated multiple innate immune pathways and had high MIC/EC ratios also indicated that at least part of their effects arise from immunostimulatory activities.

### Identification of compound targets from phenotype-based assays is a complex task.

Despite considerable effort, we were only able to conclusively identify the genetic mechanism for LK56 in liquid killing and for LK38 in slow killing. An analogy can be made between target-based and phenotype-based drug screens and reverse and forward genetic screens. While target-based screens and reverse genetics have the advantage of starting with a known target, phenotype-based and forward genetic screens provide the ability to identify hits that have previously unknown roles in the biological process of interest, but at the cost of having targets that are more difficult to identify. In the case of drug screens, this allows all of the hosts’ immune factors to be screened simultaneously. Considering the interplay of the innate immune system (and, in more complex eukaryotes, adaptive immunity as well), it should not be surprising that the compounds discovered this way may have pleiotropic effects.

While attempting to identify potential defense pathways being activated by these immunostimulants, we noted that genes regulated by SKN-1/Nrf, PMK-1/p38 MAPK, and DAF-16/FOXO were statistically overrepresented in the transcriptional profile of each of the compounds. Despite this, transcriptional reporters for these transcription factors (*gst-4p*::GFP, *irg-5p*::GFP, and DAF-16::GFP) were generally activated weakly, if at all. It is difficult to unambiguously explain this discrepancy, but three important possibilities cannot be ruled out.

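Of 14 genes that DAF-16 is known to control, 6 rose with LK34, 5 with LK35, 4 with LK38 and 1 with LK56. *pck-1* (192581_s_at), which encodes phosphoenolpyruvate carboxykinase, rose from 396 ± 101 with DMSO to 1787 ± 256, 1567 ± 497 and 2090 ± 758 with LK34, LK35 and LK38 (mean ± SD, n = 3 each; adjusted p = 6.8e-04, 1.7e-03 and 3.4e-04). *ftn-1* (190427_s_at), which encodes ferritin, rose by 4.20, 3.27 and 3.73 on the log2 scale (SE 0.64; adjusted p = 2.2e-03, 0.012 and 4.8e-03), and *lys-7* (185557_s_at), which encodes a lysozyme, rose 4.20-fold with LK34 (SE 0.39 on the log2 scale; adjusted p = 8.6e-03). *fat-5* and *mtl-2* rose with all 3, *dod-3* with LK34 and LK35, and *ctl-2*, which encodes a catalase, with LK56. *hsp-12.6* (192323_at), which encodes a small heat shock protein, fell by -2.74, -2.57 and -2.42 with LK34, LK35 and LK38 (SE 0.52; adjusted p = 0.0105, 0.016 and 0.021). With LK32, limma called 0 members, while 3 were higher and 3 lower at an unadjusted p under 0.05. Adjusted over the list alone, 1 rose and 2 fell with LK32, 8 and 2 with LK34, 7 and 1 with LK35, 7 and 2 with LK38, and 1 rose with LK56.

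The median log2 fold changes of the list were 0.022, 0.856, 0.575, 0.844 and 0.307, with adjusted p = 0.81, 0.088, 0.088, 0.069 and 0.58 with an estimated correlation. The *hsp-12.6* call ended with LK35 without DMSO C (-2.02), LK35 A (-2.42) or LK35 C (-2.56) and with LK38 without DMSO C (-1.88), LK38 B (-2.37) or LK38 C (-2.26). That of *ftn-1* ended with LK35 without DMSO C (3.10), and its value with LK38 was 3.14 without LK38 A and 4.54 without LK38 C.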

First, statistical analyses analyze groups of genes, while reporters are typically a single target. Transcription factors rarely operate in a vacuum, and it is common for genes to be under the simultaneous control of more than one such regulator, meaning that several may be required for gene expression. For the same reason, it is common for transcription factors to have subsets of targets, all of which may not be activated by a single stimulus. Consequently, a statistical analysis may identify pathway activation that a reporter test might miss.

It is also worth noting that activation of any of these pathways may be irrelevant (or even counterproductive) to compound-mediated rescue. An extreme example of this is the statistical overrepresentation of PMK-1 targets in the transcriptional profiles of all five compounds. Two of the compounds, LK38 and LK56, even activate *irg-5p*::GFP, a *bona fide* PMK-1 reporter (70). Although this is helpful in some infection contexts (e.g., P. aeruginosa infection on solid media), PMK-1/MAPK activity is actually deleterious for survival in liquid killing, as we have previously established (30). In this particular case, the likeliest explanation is that the beneficial outcomes from compound exposure outweigh the negative effects of activating the PMK-1/MAPK pathway. This contrasts directly with the agar-based slow-killing assay, where LK38-mediated improvement requires this pathway.

Counterintuitively, capturing the messy interplay among biochemical pathways is an advantage, rather than a drawback, of whole organism screening. Medical treatment takes place in a similarly complex milieu, and capturing this complexity early in the process, while sometimes confusing, can also limit investment in hits that perform well in simpler assays but fail in more realistic tests. Although survival is useful as an assay readout in many respects, its binary state can limit its usefulness. Ultimately, the development of more nuanced assay outputs will substantially improve the utility of phenotype-based assays.

### LK immunostimulants likely have other functions.

Although it seems likely that LK32, LK34, LK35, LK38, and LK56 have immunostimulatory activities, it seems clear that they have other activity as well. For example, LK32 showed substantial toxicity against mammalian cells, a finding that has also been reported previously (37). CCRF-CEM and MOLT-4 cell lines, both of which are derived from patients with acute lymphoblastic leukemia, exhibited an LD_50_ of ∼40 μM, which is consistent with what we observed for RWPE-1 prostate cells. In C. elegans, LK32 activated the PMK-1/p38 MAPK, SKN-1/Nrf, and ELT-2/GATA immune pathways, but in the absence of more information, it is difficult to understand why activation of any of these pathways would be toxic. 

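*T05E12.6* rose with LK32, at least 20.0-fold by 184159_at and 17.0-fold by 184116_s_at (SE 0.11 and 0.56 on the log2 scale; adjusted p = 7.9e-10 and 3.9e-03). *acd-1* (183713_at), which encodes an ion channel of the degenerin family, rose from 4.82 ± 0.37 with DMSO to 92.8 ± 31.4 with LK32 (mean ± SD, n = 3; adjusted p = 2.6e-05), and *K11H12.4* (184313_s_at) rose from 19.2 ± 11.0 to 409 ± 152 (adjusted p = 1.8e-04). *K11H12.4* and *acd-1* were also higher with LK32 than with LK56, 11.7- and 14.3-fold (SE 0.41 and 0.30 on the log2 scale; adjusted p = 1.5e-03 and 5.0e-05). For *acd-1*, 2 of the 3 arrays lay at the floor with DMSO and with LK56, so its folds rest on intensities not above background. Of 162 cuticle collagen probe sets, 5 rose with LK32, namely 172735_x_at, 172736_x_at, *col-106*, *col-143* and *col-95*, and 22 over the list alone (adjusted p = 0.40 with an estimated correlation, and at the preset 0.255 after quantile normalization and 0.0795 without DMSO C). Of 64 UDP-glucuronosyltransferase probe sets, limma called 0 with LK32, while 12 were higher at an unadjusted p under 0.05 (adjusted p = 0.29 with an estimated correlation, and 0.0835 at the preset without DMSO C). Mammalian cells were not measured on these arrays.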

The likeliest explanation is that LK32 has broad-spectrum toxicity and that this activates detoxification functions in C. elegans; it may be also be toxic to bacteria.

LK34 also showed some toxicity in mammalian cells, although C. elegans appeared to be unaffected. LK34 is a member of the 1,3-benzoxathiol-2-one class of compounds, which have been linked to a variety of functions, including antibacterial, antimycotic, antioxidant, antitumor, and anti-inflammatory activities (71–74), and is related to the anti-acne medicine tioxolone. This outcome is also consistent with other reports of LK34 being a potent inhibitor of the GroEL and GroES families of bacterial chaperones (75, 76). Intriguingly, LK34 may also retain some activity against mitochondrial chaperones, which may explain its ability to activate stress response and innate immune pathways in C. elegans. While screening this family of compounds, Johnson and colleagues noted that related compounds were more effective against Gram-positive pathogens (particularly S. aureus) than Gram-negative pathogens, which we also observed in comparing its effect on S. aureus and E. faecalis *versus* P. aeruginosa. Likely its effect in our assay was a combination of modifying bacterial growth (which would reduce pathogenesis) and stimulation of stress and innate immune function, probably through its effect on mitochondria.

Despite their relatively low Tanimoto coefficient (0.371), LK35 and LK38 are apparently related compounds, each sharing an *N*,*N*-dialkylated phenyl triazene substructure (see Fig. S6 in the supplemental material). This is a subgroup of a larger class, the *N*,*N*-dialkylated triazenes, which are well known for their antitumor effects. This appears to be mediated through host compound metabolism, which results in the transfer of a methyl group to the O^6^ position of guanine (O^6^MeG), which disrupts normal base pairing and introduces G:C to A:T transitions (77). This effect has been best studied for the clinically relevant compound dacarbazine, which is used for treatment of recurrent melanoma (78). Efforts to improve the chemistry of dacarbazine led to the synthesis of 1-*p*-carboxy-3,3-dimethylphenyltriazene, also known as CB10-277. This compound shared the activity of dacarbazine and showed promising results in early testing (78). Interestingly, CB10-277 is nearly identical to LK35, with the sole difference being that the triazine in LK35 is diethylated instead of dimethylated.

10.1128/mSphere.00950-20.5 FIG S5 NSY-1 and SEK-1, upstream members of the PMK-1/p38 MAPK pathway, are required for LK38-mediated rescue. Young adult wild-type, *nsy-1/MAP3K15(ag3)*, or *sek-1/MAP2K6(km-4)* mutants were exposed to P. aeruginosa in the slow-killing assay in the presence of DMSO or LK38. Data for each condition at each time point represent the average value for three plates from one representative replicate (of three replicates total). Each plate contained ∼60 worms. *P* values were calculated using a log-rank test (see Table S2 in the supplemental material for the TD_50_ and exact *P* values). For wild-type DMSO versus LK38 *P* < 0.001. No statistically significant difference was measured between LK38 and DMSO for either mutant. Download FIG S5, PDF file, 0.1 MB. Copyright © 2021 Hummell et al. 2021 Hummell et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSphere.00950-20.6 FIG S6 Phenyl triazine compounds located in the high-throughput screen. Chemical structures are shown for LK34, LK35, LK36, LK37, LK38, and LK39. The phenyl triazene moiety is indicated in each compound. The nitrogen atom bearing the alkyl groups linked to putative guanine methylation is shown at left for each compound. Download FIG S6, PDF file, 0.10 MB. Copyright © 2021 Hummell et al. 2021 Hummell et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

It is worth noting that LK35 and LK38 were not the only phenyl triazenes isolated from our initial screen. LK36, LK37, and LK39, which were eliminated from further study because of their potential for antimicrobial effects against P. aeruginosa (MIC < 25 µg/ml), also share the phenyl triazene core (see Fig. S6 in the supplemental material). Each of these compounds have different alkyl groups on the triazene moiety and various substituents on the phenyl ring. 

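LK35 and LK38, which the paper describes as sharing an N,N-dialkylated phenyl triazene, were applied at the same concentration and time and were compared directly. 43 probe sets were higher with LK38, and limma called 0 higher with LK35, where 580 probe sets differed in either direction at an unadjusted p under 0.05. Fitted to the arrays of LK35 and LK38 alone, limma called 0. Another split of these 6 arrays, LK35 A, LK35 C and LK38 C against the rest, called 559. Molting genes had a median log2 difference from DMSO of 0.83, 1.43 and 1.16 on LK35 B, LK38 A and LK38 B and between -0.05 and 0 on the other 3 arrays. *cyp-35B1* measured 5.73 ± 1.50 with LK35 and 577 ± 293 with LK38 (mean ± SD, n = 3 each; adjusted p = 4.2e-06). *cyp-35B2* (189256_at), at the floor with LK35, was at least 50.7-fold higher with LK38 (SE 0.46 on the log2 scale; adjusted p = 5.1e-05), and *cyp-35C1* (189283_s_at) 34.9-fold (SE 0.64; adjusted p = 2.9e-03), its log2 difference of -5.13 becoming -4.50 without LK38 C. *gst-5* was 25.4-fold and *far-3* 8.03-fold higher with LK38 (SE 0.35 and 0.29; adjusted p = 2.9e-05 and 2.7e-04). In the paper's nanoString values, at a later time, *gst-5* went the other way, 144-fold with LK35 and 21.0-fold with LK38. Those of *cyp-35B2* and *cyp-35C1* kept the order, 74.1- and 7.56-fold with LK35 against 350- and 63.9-fold with LK38. Of 75 cytochrome P450 probe sets, 12 were higher with LK38 (mean log2 difference -1.08; adjusted p = 9.6e-04 with an estimated correlation), and of 64 UDP-glucuronosyltransferases 4 were (-0.484; 0.019). Over the 9033 brighter probe sets, 96% of the differences lay within 2-fold, and for 74.37% the 95% interval did, with a median width to either side of 0.488 on the log2 scale. The count of 43 was 96 without LK38 C and, in omissions chosen after seeing the data, 80 without LK32 C, LK35 A and LK38 C and 26 without DMSO B, LK32 C and LK35 A.

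Of 27 genes of the DNA damage response, *rnr-2*, which encodes a ribonucleotide reductase subunit, rose with LK35, and *hus-1*, which encodes a DNA damage checkpoint protein, fell with LK34, LK35 and LK38 (the same counts over the list alone). At an unadjusted p under 0.05, 4 were higher and 1 lower with LK35, and 1 higher and 1 lower with LK38. The list as a whole gave adjusted p = 0.79 with LK35 and 0.99 with LK38 with an estimated correlation, at median log2 fold changes of 0.026 and 0. Between LK35 and LK38, limma called 0 of its members (1 higher with LK35 at an unadjusted p under 0.05; mean log2 difference 0.118; adjusted p = 0.47 with an estimated correlation). *agt-1* (185698_at) and *agt-2* (185038_at), which encode DNA alkyltransferases, measured 770 and 715 with LK35 and 764 and 740 with LK38, against 835 and 712 with DMSO (adjusted p = 1.0 each). Transcript levels do not measure DNA damage itself, and arrays of 1 time point hold no earlier or later change.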

Based on the similarity of the scaffold and the relative similarity of their transcriptional responses, we predict that LK35 and LK38 (and probably the other three phenyl triazenes identified as well) are causing DNA damage, particularly by methylating guanine residues. Although P. aeruginosa (*ogt* and *ada*) and C. elegans (*agt-1* and *agt-2*) (79) are able to repair O^6^MeG, the enzymatic activity in both organisms appears to require direct transfer of the methyl group from guanine to the enzyme, meaning that this process could be saturated in the presence of sufficient damage. DNA damage (especially to the germ line) has been shown to activate host defenses (80). Likely the ability of phenyl triazenes to rescue in liquid killing is driven by a combination of their weak antibacterial activity and immunostimulatory activity in the host.

LK56, the final compound analyzed in this study, is a member of a diverse class of bioactive compounds known as thiazolopyrimidines. Compounds in this group are known to have a variety of activities, including anti-inflammatory, anticancer, analgesic, and neuroleptic activity (for example, ritanserine and setoperone are known serotonin antagonists) (81, 82). Given this wide variety of chemical functions, it will be interesting to see whether LK56 is a direct ligand for NHR-49/HNF4 or whether it prompts the production of a ligand derived from the host or the pathogen.

### Conclusion.

Despite the difficulties inherent in identifying biomolecular mechanisms for compounds identified from whole organism phenotypic screens, the advantages of this technique are also clear. Pipelines of antimicrobials that are “easy” to discover have begun to run worryingly dry, and it is becoming more imperative than ever to find new drugs, preferably in new ways. We are cautiously optimistic that immunostimulants will eventually become a valuable addition to the clinician’s toolset. The five compounds described here show some promising signs of having potential use for this purpose, including dose-dependent responses. Two of the compounds also have some protective effect against a broad range of bacterial pathogens (including both Gram-positive and Gram-negative organisms), and they exhibit strong probability of oral bioavailability, which is an important starting characteristic for drug development efforts. They will also serve as useful tools to aid in understanding host-pathogen interactions and the nature of the C. elegans immune system.

## MATERIALS AND METHODS

### Compounds.

LK32 (PubChem CID 5368832) was purchased from Maybridge Ltd.; LK34 (PubChem CID 629830) and LK35 (PubChem CID 3112778) were purchased from Vitas-M Laboratory; LK38 (PubChem CID 826309) was purchased from Asinex, Ltd.; and LK56 (PubChem CID 2492524) was purchased from Enamine, Ltd. All compounds were purchased through the MolPort chemical marketplace.

### *C. elegans* and bacterial strains.

All C. elegans strains were maintained on nematode growth media (NGM) plates seeded with *E. coli* OP50 (83). Eggs were harvested from gravid adults by hypochlorite isolation and allowed to hatch overnight in S Basal. Worms were maintained at 15°C. The following C. elegans strains were used in this study: *glp-4(bn2)* (84), N2 Bristol (wild-type) (83), *nsy-1(ag3)* (65), *sek-1(km4)* (65), TJ356 *zIs356* [*Pdaf-16*::*daf-16a/b-gfp*; *rol-6(su1006)*], AY101 *acIs101*[*pDB09.1(pF35E12.5*::*GFP)*; *pRF4(rol-6(su1006))*] (70), CL2166 *dvIs19*[*pAF15(gst-4p*::*GFP*::*NLS)*] (85), NVK93 *pJY323(Phsp-16.1*::*GFP)*; *pRF4*, SJ4005 *zcIs4* [*hsp-4*::*GFP*] V (86), GR2183 mgIs72 [*rpt-3p*::*GFP + dpy-5*(*+*)] II (87).

For infection assays, P. aeruginosa strain PA14 (88, 89), methicillin-resistant S. aureus strain MRSA131 (90), and E. faecalis strain OG1RF (29) were used. Bacteria were routinely grown in liquid media, comprised of Luria-Bertani (LB) medium for P. aeruginosa, tryptic soy broth (TSB) for S. aureus, or brain heart infusion broth (BHI) for E. faecalis.

MIC assays to determine the concentration of the compound necessary to prevent bacterial growth were performed in 384-well plates containing the media inoculated with the bacterial strains of interest and the compounds of interest, which had been serially diluted 2-fold. Plates were allowed to grow for 24 h at 37°C without shaking. Growth was scored visually on the basis of turbidity. At least three biological replicates were performed.

### *P. aeruginosa* liquid killing assay.

Liquid killing of C. elegans was performed as previously described with some changes (91). In brief, an overnight culture of LB medium was inoculated with a single colony of *Pseudomonas aeruginosa* strain PA14. Then, 400 µl of culture was spread onto a 10-cm slow-kill agar plate (91) and grown for 24 h at 37°C, followed by 24 h at 25°C. Bacteria were scraped from the plate, resuspended in S Basal medium, and added to 384-well plates with small molecules dissolved in DMSO. Solution in wells contained a final concentration of 40% SK media, 59% S Basal medium, 1% DMSO, and small molecules. For all liquid-based killing assays, solvent control wells contained 1% DMSO. MgSO_4_ and CaCl_2_ (300 µM) and cholesterol (1.6 µg/ml) were added to aid in production of virulence factors. Worms were sorted into 384-well plates using a COPAS FlowSort (Union Biometrica, Holliston, MA), incubated at 25°C until the DMSO control was roughly 35 to 55% dead, washed four times using an EL406 microplate washer (BioTek, VT), and stained with 50 μl of Sytox Orange at 1 µM to fluorescently stain dead worms. Wells were imaged in bright-field and RFP channels using the BioTek Cytation5, followed by image analysis using the CellProfiler software package to calculate fraction of dead worms in each well. EC values were defined as the minimum concentration that provided statistically significant rescue. At least three biological replicates were performed.

### *S. aureus* infection assay.

The S. aureus killing assay was performed as previously described with some changes (26). A single colony was used to inoculate a 5-ml aerobic culture of TSB. The following day, 100 µl of this culture was used to inoculate a second 10 ml of TSB culture wrapped with parafilm. Then, 384-well plates were made containing 10% TSB, and S. aureus from the second culture was resuspended in S Basal medium to a final OD of 0.04. Compounds were then serially diluted in a DMSO-S Basal solution to achieve the desired concentration in the wells with a 1% DMSO final concentration for all compounds. After 5 days, the worms were transferred to new plates using a 0.05% Tween solution to prevent S. aureus biofilm background fluorescence from obscuring dead worms. Subsequent washing, staining, imaging, and image analysis were performed identically to *Pseudomonas* liquid killing. EC values were defined as the minimum concentration that provided statistically significant rescue. At least three biological replicates were performed.

### *E. faecalis* infection assay.

The E. faecalis infection assay was performed as previously described (27). A single colony was used to inoculate a 5 ml of BHI liquid culture. After 16 to 24 h, 400 µl of this culture was spread on a BHI agar plate and placed at 37°C for 24 h. Next, 384-well plates were made containing 10% BHI, and E. faecalis was removed from the plate by scraping and resuspended in S Basal medium to a final OD of 0.03. Compounds at the desired concentrations or DMSO (final concentration, 1%) were then added to each well. After 3 days, the worms were transferred to new plates using a 0.05% Tween solution to prevent background fluorescence from E. faecalis biofilm. Subsequent washing, staining, imaging, and image analysis was performed identically to *Pseudomonas* liquid killing. EC values were defined as the minimum concentration that provided statistically significant rescue. At least three biological replicates were performed.

### *P. aeruginosa* slow-killing assay.

Slow-killing (SK) plates were made as previously reported (92). Compounds were added to molten SK agar before pouring plates. After solidifying, 40 µl of PA14 overnight culture was spread on plates before incubating plates at 37°C for 24 h, followed by 25°C for 24 h. 5-fluoro-2′-deoxyuridine (FUDR) (0.1 mg/ml) was dropped on plates 30 min prior to picking worms, to ensure nematode sterility. Fifty to seventy L4-stage, wild-type worms were picked onto plates and scored every 12 h after the first 24 h, until all worms were dead. Three biological replicates were performed.

### Transcriptional reporter assays.

Worms were washed three times prior to incubation with compounds or DMSO control and diluted in S Basal medium supplemented with E. coli OP50 (OD_600_ = 0.08) as a food source. The fluorescence fold increase for *gst-4p*::GPF was taken as the fluorescence of each well and was normalized to the well’s fluorescence at 0 h. *irg-5p*::GFP, *hsp-16.1p*::GFP, *rpt-6p*::GFP, and *hsp-4*::GFP fluorescence was quantified as the fluorescence/worm area. For *gst-4p*::GFP, 100 µM ethanol-solubilized juglone was used as a positive control. Ethanol was also tested at 1% (vol/vol) as a control. For *irg-5p*::GFP, RPW-24 (100 µM) was used as a positive control. For quantification of nuclear localization of GFP fusion reporters, worms were scored as either localization positive or localization negative. DAF-16::GFP worms were scored as localization positive if >5 nuclei within the worm had localized GFP. All worms were imaged at the L4-young adult stage. At least three biological replicates were performed.

### DHE staining.

Worms were grown to young adults and washed three times with S Basal medium before incubation with LK molecules or DMSO control for 10 h. Worms were then washed and stained with DHE at 4 µM for 1 h before washing them again and measuring the fluorescence/time of flight with a COPAS FlowSort (Union Biometrica). At least three biological replicates were performed.

### Longevity assays.

Worms were picked onto agar plates seeded with 50 µl of concentrated E. coli OP50. Compounds were added to liquid agar before pouring plates. Worms were scored every day for death by prodding with a platinum wire. Worms that escaped the plate or died on the wall of the plate were censored. Each compound was tested in at least three biological replicates, each including 50 to 70 worms.

### MTT assays.

RWPE-1 cells were seeded at 15,000 cells/well and incubated in KSFM complete medium at 37°C for 24 h to allow for attachment. The medium was aspirated and replaced with compounds in KSFM complete medium and held at 37°C for 24 h. The cells were then washed and treated with MTT reagent for 3.5 h. Then, 100 µl of DMSO was added, and the absorbance at 590 nm measured. MTT assays were performed in triplicate.

### nanoString, microarray, gene expression analysis, and gene ontologies.

For nanoString-based (nanoString Technologies, Seattle, WA) experiments, 2,000 wild-type, young adult worms were exposed to 100 μM LK molecules or DMSO control in S Basal medium in 6-well plates for 16 h. RNA purification and gene expression analysis were performed according to nanoString guidelines. Two biological replicates were tested for each condition.

Transcriptome profiling was performed on ∼6,000 wild-type, young adult worms incubated with either LK molecules or DMSO for 8 h. RNA isolation was performed using TRIzol extraction, followed by cleanup using RNeasy columns according to the manufacturer’s protocol. Each condition was analyzed in triplicate. Microarray data have been deposited in the GEO database, accession number GSE137516. Transcriptional profiles of C. elegans treated with LK molecules were used to generate lists of upregulated genes as described previously (93). Genes that were upregulated by at least a factor of 2 were included in the list. Upregulated genes were compared to gene lists dependent upon various defense response pathways and small molecules (15, 39, 47, 52, 94–97) and targets for a wide array of transcription factors (46, 95). Clustering and generation of the heat map was performed using Cluster 3.0 (98) and Treeview (99), respectively. Fold change of genes were normalized to average fold change of that gene over all clustered conditions. Genes and conditions were clustered using Euclidean distance and average linkages. Genes that were not upregulated >2-fold or downregulated <0.5-fold were not included in either upregulated or downregulated gene lists. Microarray data for non-LK molecules were collected from GEO omnibus. WormEXP was used as a secondary method for confirming statistical significance of potential pathways stimulated by each of the LK molecules (100). Gene ontologies were generated using DAVID (101, 102).

### Statistics.

Tanimoto coefficients were calculated using Open Babel (103). A log-rank test was used to determine statistical significance for slow-killing and longevity experiments (http://bioinf.wehi.edu.au/software/russell/logrank/). Student’s *t* test was used to calculate statistical significance for killing assays and GFP reporter strains. Hypergeometric probabilities were calculated using Excel.

### Data availability.

Microarray data have been deposited in the GEO database under accession number GSE137516.

How the deposited data were processed for this re-analysis (not part of the article)

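RNA from wild-type young adults exposed to DMSO or to LK32, LK34, LK35, LK38 or LK56 was measured on 18 Affymetrix arrays, 3 per condition. The authors summarized the arrays with GCRMA, and the deposited values are intensities on a linear scale between 4.605 and 58200.7. The version and settings of GCRMA are not given, and the arrays are normalized to each other by it, so a change common to all transcripts would not be seen. All columns were used (0 left out).

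Of 22625 probe sets, 77 controls were left out and 22548 tested. Of these, 20810 match 1 gene, 843 several and 895 none, with 17138 distinct genes in all, and 20701 probe sets were matched to the RefSeq annotation. On every array 8162 probe sets lie at the floor (within 0.1%), and 14386 have a value above it. Between 46.3% and 49.4% of the values of an array lie at the floor, and the median intensity of the brighter probe sets, above 5 on the log2 scale in at least 3 arrays (9033), lies between 356.8 and 544.7. The mean correlation of an array with its own group lies between 0.9537 and 0.986.

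Log2 intensities without an offset were fitted with limma 3.58.1 in R 4.3.3, with 1 mean for each of the 6 groups and the spread pooled over all arrays (12 residual and 0.332 prior degrees of freedom). Each compound was compared with DMSO, and 4 pairs of compounds directly. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 2, where the fold is a ratio of geometric means. Means and SD in the text are of linear intensities, and SE and 95% intervals are those of limma. A fold against a group wholly at the floor is a lower bound.

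For each of 36 gene lists and 5 compounds, 180 tests in all, camera was run at a preset correlation of 0.01, adjusted over all of them, and again with an estimated correlation. Of these, 93 passed at the preset and 24 with the estimate, and 72 passed with fry, which tests a list by rotation. Members were counted at an adjusted p under 0.05 without a fold limit, a probe set of several genes of a family once, and each gene by its brightest probe set. The 144 list tests between compounds were chosen after the results against DMSO were seen. Profiles were compared by Pearson correlation and covariance, beside groups simulated without an effect that share the DMSO arrays (100 draws). Clustering used the distance and linkage of the paper's methods on folds divided by their mean over the 5 compounds.

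Named genes are the 10 highest and 5 lowest called probe sets of 1 gene per compound, with every array beyond the DMSO arrays, up to 4 called members of each list, the extremes of the shared sets and of the pairs of compounds, and the genes the paper names. The folds of Table S1 and Table S3 had been seen when this rule was set. Other list members are named where a count is 5 or fewer or where several compounds share them, and these were chosen after their values were seen. On simulated data with the means and spreads of the arrays, 72 of 100 probe sets changed by 1.5 on the log2 scale and 95 of 100 changed by 3 were recovered, 0 in the wrong direction, with 0 unchanged probe sets and 0 of 50 unchanged lists called. The noise was drawn independently for each probe set, so these data hold no correlation between genes. They do not show how often the list tests pass unchanged lists on the real arrays.

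Alternatives were another normalization (quantile, or centring on the median), an offset of 16, a filter on dim probe sets, other rules for calling, array weights, a replicate block, and leaving out each array in turn. Table S1 gives nanoString values for 69 of the 115 genes of the codeset, of which 62 are measured on the arrays, and it was used for a comparison of profiles alone. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The reporter, survival and RNAi experiments, and the other treatments of Fig. 5A, were not analysed here.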

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

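The nanoString test, the medians per array and both tests on sperm genes below were chosen after the result was seen. The genes here are not named in the text of the article, while Table S3 lists all of them and Table S1 *cyp-35B1* and *cyp-35C1*, and their estimated folds with a compound were at least 100. *pud-4* rose 339-, 363- and 354-fold with LK34, LK35 and LK38, *fmo-2* at least 761-fold with LK34, and *fipr-24* 132-fold with LK38. *cyp-35C1* rose 128-fold (189282_at) and 417-fold (189283_s_at) with LK38 and 140-fold (189283_s_at) with LK56, and *cyp-35B1* 103-fold with LK38. With DMSO, 189282_at lay at the floor on 2 of 3 arrays and *cyp-35B1* close to it, so these folds rest on intensities not above background. Without LK38 C, the log2 values of *cyp-35C1* with LK38, 7.00 and 8.71, became 6.35 and 8.08. Of 6 probe sets of the metal response, 4 rose with LK38 (*ttm-1*, 183676_s_at, *cdr-1* and *mtl-2*), 5 over the list alone, with adjusted p = 0.013 with an estimated correlation. *cdr-1* lay at the floor on every DMSO array, and its call ended without any of these (at least 3.18 on the log2 scale) or LK38 B (at least 3.16), with a value of at least 2.08 without LK38 A and at least 4.29 without LK38 C.

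LK34, LK35 and LK38 share 180 probe sets up and 139 down. Of these, 96.9% pass the same way when the 3 compounds are compared with LK32 and LK56 instead of DMSO. This argues against an error of the DMSO arrays. After a further quantile normalization, 92.5% stay shared. It was applied to values that GCRMA had already normalized to each other, so it cannot test that first step. That DMSO and the 3 compounds are all alike is excluded (100 assignments of the arrays, of which 1, the real one, gives as many, highest other 0 and 3). Shuffling mixes treated and DMSO arrays within a group, so it does not test whether lists of active compounds overlap by chance. Late embryos held in the animals stay open, since a list of embryonic epidermis genes had a median of 0.23, 0.00048 and 0.47 on the log2 scale with LK34, LK35 and LK38, with members on both sides of 0 and neither bound set beforehand met, and so does another preparation or age of the animals. That median was -0.04, 0 and 0 on LK35 A, LK35 C and LK38 C, and that of embryonic muscle and pharynx regulators 0 on each. There the shared probe sets had medians of 1.70, 1.83 and 1.88 (up) and -2.25, -2.28 and -2.18 (down). The muscle and pharynx median was also 0 on every DMSO array, and only 5 of its 7 members ever lay above the floor. A median of 0 can thus come from the floor, and these values do not decide on embryos. With LK34, LK35 and LK38, the muscle and pharynx list had medians of 0.00068, 0.08 and 0.46. In nanoString, made with other animals at another time, profiles within the 3 compounds correlated 0.141 more than those between them and LK32 and LK56 (0.32 against 0.179), which lies between what either reading requires, and single pairs go against the grouping (LK38 and LK56 the highest of all at 0.75, LK35 and LK38 at 0.127), so a shared effect of the compounds and a shared preparation cannot be told apart.

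Major sperm protein genes fell with LK34, LK35 and LK38. Of the 28 probe sets, 23 match 1 gene in the annotation and 5 match up to 4, but the genes are near-identical and all 28 carry the suffix _x_at, so probe sets that pick up each other's transcripts are a candidate explanation, as are fewer sperm in the animals. Other sperm genes measured by single-gene probe sets (11) had medians of -0.0626, -0.511 and -0.115, the highest of which, -0.0626, bears on the former and the lowest, -0.511, on the latter. Neither is decided, since the members go both ways, with the estimates of *nspd-1*, *nspd-2*, *nspd-4*, *nspd-7*, *ssp-10* and *ssp-34* below 0 and those of *spe-5*, *spe-44* and *spe-48* above 0 with all 3 compounds. The probe sets of *nspd-1*, *nspd-2*, *nspd-4*, *nspd-7*, *ssp-10* and *ssp-37* also carry the suffix _x_at, so the list is not free of the first explanation and cannot separate the candidates. A lower expression of these genes with the compounds also stays open, and it was not tested apart from these.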

How the results depend on the processing

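The 3 arrays per group and the floor limit what can be seen: 8162 probe sets lie at the floor on every array, and a fall of a dim probe set is bounded by the floor. The cause was not tested for any change below, except that a smaller set of arrays or probe sets, or another rule for calling, gives fewer or more calls by its construction. The floor filter, the arithmetic folds and both omissions of 3 arrays were chosen after seeing the data. Apart from the main counts, 3886 values kept their direction and side of the threshold, 463 kept the direction but no longer passed, 12 moved and 2 reversed. The values that reversed are the profile correlation LK32 LK56 over called probe sets only (-0.116) and the list histones in LK56 with quantile normalization (adjusted p = 0.939). The former picks probe sets high with 1 compound or the other, which lowers r by itself. The latter is a direction against other genes. Of the main counts, 277 values stayed within 1.5 times and the rest moved. Every alternative of the clustering kept LK34, LK35 and LK38 on their own branch.

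Counts follow in the order LK32 up, LK32 down, LK34 up, LK34 down, and so on to LK56, then shared up, shared down, LK35 against LK38, LK34 against LK35, LK34 against LK38 and LK32 against LK56. A fold of 2 alone gave 697, 78, 737, 335, 530, 532, 812, 322, 532, 54, 389, 256, 431, 349, 197 and 238. An unadjusted p with 2-fold gave 584, 11, 637, 302, 414, 484, 701, 290, 438, 20, 318, 231, 189, 162, 161 and 172. Array weights gave 468, 9, 697, 331, 493, 495, 855, 337, 277, 33, 287, 236, 635, 258, 308 and 226. Arithmetic folds alone gave 804, 36, 761, 353, 652, 488, 849, 326, 543, 54, 433, 258, 430, 316, 237 and 264. Only the arrays of the groups compared gave 10, 0, 161, 96, 70, 70, 80, 48, 35, 0, 33, 32, 0, 3, 8 and 10.

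An adjusted p alone gave LK32 down 3, LK34 507 and 313, LK35 386 and 424, LK38 down 357, LK56 down 5 and shared 278 and 237. Median-centring gave LK32 down 2, LK34 down 287, LK35 down 401, LK38 down 277, LK56 down 6, shared down 213, LK34 against LK38 82 and LK32 against LK56 85. Quantile normalization gave LK32 down 2, LK38 down 265, LK56 up 74 and LK56 down 6, and kept 107 of 157, 468 of 519, 461 of 484, 494 of 524 and 75 of 119 called probe sets. The brighter probe sets alone gave LK32 down 2, LK56 down 5 and LK34 against LK35 30. Without probe sets of several transcripts, the counts were 94 for LK32 up, 148 and 50 for LK34, 89 and 103 for LK35, 158 and 58 for LK38, 66 for LK56 up, and 77 and 41 shared. Without probe sets at the floor on every array, LK32 down was 1. Without LK32 C, LK35 A and LK38 C, the arrays that correlate least with their group, LK32 up was 87, LK32 down 1, LK38 up 664, LK56 up 214, LK35 against LK38 80, LK34 against LK38 100 and LK32 against LK56 85. Without DMSO B, LK32 C and LK35 A, which were not picked by that correlation, LK32 up was 55, LK32 down 2, LK35 down 172, LK35 against LK38 26 and LK34 against LK35 11. With an estimated correlation 24 of 180 list tests passed instead of 93, and with the brighter probe sets the mean nanoString correlation was 0.356.

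Leaving out in turn 1 array of the groups compared gave LK32 86 to 274 up and 0 to 4 down, LK34 228 to 287 and 124 to 157, LK35 159 to 249 and 171 to 362, LK38 242 to 514 and 124 to 160, LK56 58 to 171 and 1 to 10, shared 131 to 192 and 102 to 137, LK35 against LK38 34 to 96, LK34 against LK35 11 to 19, LK34 against LK38 35 to 85 and LK32 against LK56 42 to 77. The arrays show no consistent pairing by letter: 7 of 18 are closest to an array of their own letter, and 1 of 15 pairs of groups, LK34 and LK38, has every correlation of the same letters above 0.1 (range -0.46 to 0.79). Neither the labels nor the paper says whether a letter stands for a shared preparation, and a pairing of part of the arrays is not excluded. With the letters as a block the counts were 130, 0, 305, 163, 218, 247, 316, 158, 92, 3, 171, 128, 39, 13, 42 and 51, and 91 lists passed.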

Differences from the paper's values

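The paper's Venn diagram in Fig. 5B gives 20 genes up with LK35 alone, and 13 probe sets were found here. Of 31 alternatives set before the data were examined, 15 no longer differ: the brighter probe sets alone, only the arrays of the groups compared, the replicate block, trend and robust eBayes, quantile normalization, and leaving out LK32 B, LK32 C, LK34 B, LK34 C, LK35 A, LK35 B, LK38 A, LK38 B, LK38 C or LK56 A. The others do. The paper states a codeset of 115 genes for nanoString, while Table S1 lists 69, and no alternative bears on this.

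The paper's methods state a fold limit of 2 for the arrays and no p, so the counts here, which also need an adjusted p, are not at the paper's thresholds. Table S3 lists 201, 356, 191, 305 and 153 distinct probe sets up and 164, 206, 162 and 3 down (LK34, LK35, LK38 and LK56), of which 131, 111, 33, 59 and 89 up and 42, 38, 27 and 1 down were not called here. Of these, 131, 110, 32, 57 and 88 up and 42, 38, 27 and 1 down had an adjusted p of 0.05 or more. 87, 91, 66, 109 and 52 up and 61, 92, 34 and 1 down were called here and are absent from the table. Its folds lie within 1% of the ratio of arithmetic means in 99.3% to 100% of cases. Every listed probe set but 1 up with LK56 has the listed direction here. Of the probe sets not called here, 1, 1, 3 and 1 up with LK34, LK35, LK38 and LK56 lie below 2-fold here, and the others pass a limit of 2-fold alone. That limit calls 697, 737, 530, 812 and 532 probe sets up in all, and arithmetic folds alone, chosen after seeing the values, call 804, 761, 652, 849 and 543. The shared lists hold 140 and 131 distinct probe sets, 120 and 106 of which were shared here.

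The paper describes a panel of phosphatases, kinases and transcription factors that also held the 3 genes raised most by LK34, LK35 and LK38. Fig. S4A shows *F38B2.4*, *T24B8.5* (*sysm-1*), *mex-5*, *Y105C5B.15* and *comt-4* among its genes. Which of them are these 3 is not stated, so a low rank below does not contradict the paper. Of the 180 shared probe sets, *sysm-1* and *comt-4* ranked 2 and 3 here, *Y105C5B.15*, *F38B2.4* and *mex-5* ranked 128, 146 and 155, and *pud-4*, ranked 1, is not among them. *irid-28*, which the figure also lists, was not found in the annotation or the supplements and has no rank here.

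The paper states that SKN-1, PMK-1 and DAF-16 genes were overrepresented with each compound. With the lists used here, which are not those of the paper, DAF-16 genes had 0 of 14 members called by limma with LK32 (3 higher and 3 lower at an unadjusted p under 0.05; median 0.022; adjusted p = 0.81 with an estimated correlation), and SKN-1 genes 1 of 12 with LK35 (adjusted p = 0.99 with an estimated correlation). Of the SKN-1 genes, *gst-4* and *gst-5* were 12.5- and 144-fold with LK35 in the paper's nanoString values, at a later time than the arrays. PMK-1 genes had at least 1 member called with each compound and 6 with LK34.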

Other observations

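Genes listed as NHR-49 and MDT-15 fatty acid targets (11), among them *fmo-2* of a flavin-containing monooxygenase, were counted with every compound. *acdh-1* and *fmo-2* rose with LK32, and *fat-6*, *acdh-1*, *fmo-2* and *fat-5* with LK34. *fat-6*, *acdh-1* and *fat-5* rose with LK35, and *fat-6* and *fat-5* with LK38. Over the list alone these were 2, 6 with 1 lower, 4 with 1 lower and 3 with 1 lower. With LK56, limma called 0, while 2 were higher and 1 lower at an unadjusted p under 0.05. The 2-fold call of *acdh-1* ended without DMSO B or DMSO C with LK32, LK34 and LK35 (0.79 to 1.06), among others. The adjusted p with an estimated correlation was 0.36, 0.013, 0.068, 0.099 and 0.40, and at the preset the call ended among brighter probe sets alone with LK35 (0.093) and LK38 (0.198). Of 9 mitochondrial unfolded protein response genes, limma called 0 with LK34 (1 at an unadjusted p under 0.05; median -0.016; adjusted p = 0.95 with an estimated correlation). Of 11 genes of the unfolded protein response of the endoplasmic reticulum, *xbp-1* and *hsp-4* rose with LK34 and LK35 and *xbp-1* with LK38 (5, 3 with 1 lower, and 4 over the list alone; adjusted p = 0.021, 0.088 and 0.046 with an estimated correlation), and at the preset the list's call ended among brighter probe sets alone with LK35 (0.195) and LK38 (0.102). *hsp-4* (192010_s_at), a chaperone gene of that response, rose 1.63- and 1.55-fold with LK34 and LK35 (SE 0.16 on the log2 scale; adjusted p = 0.0276 and 0.0495), below the fold limit. Of 6 small and inducible heat shock genes, limma called 0 with any compound, while 3 were higher with each of LK34, LK35 and LK38 at an unadjusted p under 0.05 and over the list alone (adjusted p = 0.34, 0.35 and 0.30 with an estimated correlation). Of 28 lipase probe sets, *fil-1* and *lipl-3* fell and *lips-14* rose with LK34, LK35 and LK38, where the *lipl-3* call ended without DMSO A (-1.13 with LK34, -1.22 with LK35 and LK38), without DMSO C (-1.54, -1.63 and -1.63) and without any 1 array of the compound (-1.48 to -1.62), and that of *lips-14* with LK38 without any 1 of the DMSO arrays (2.17 to 2.44), LK38 A (2.20) or LK38 C (1.84).

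Array and nanoString fold changes were compared over 62 genes, at other times and in other animals. The mean Spearman correlation was 0.237 for the same compound and 0.0676 for other compounds, and for 4 of the 5 compounds the own nanoString column was the highest. The own values were 0.164, 0.197, -0.025, 0.332 and 0.518 for LK32, LK34, LK35, LK38 and LK56. Over the same genes the array profiles within LK34, LK35 and LK38 correlated at 0.686 and those between them and LK32 and LK56 at 0.262, a difference of 0.424.

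Other splits of the 6 arrays of a comparison number 10, too few for a share under 0.05. The real counts were 157, 519, 484, 524 and 119 for LK32, LK34, LK35, LK38 and LK56, and the highest of the other splits called 1, 1, 2, 0 and 4. Between compounds, the real counts were 43, 19, 52 and 53 for LK35 against LK38, LK34 against LK35, LK34 against LK38 and LK32 against LK56, and the highest of the others called 559, 0, 13 and 119. For LK35 against LK38 and LK32 against LK56, 2 splits gave as many as the real split, itself included, and for each other comparison 1 did. The split with 559 sets LK35 A, LK35 C and LK38 C against LK35 B, LK38 A and LK38 B, and points to a structure of the samples. Molting genes had a median of 1.42, 0.83, 1.43 and 1.16 on the log2 scale on LK34 A, LK35 B, LK38 A and LK38 B, and between -0.05 and 0.14 on the others. The split with 119 sets LK32 A, LK32 B and LK56 C against LK32 C, LK56 A and LK56 B. Over 100 assignments of all arrays, 1, the real one, passed 93 gene list tests and the highest other 89. Shuffled arrays can thus pass nearly as many lists at the preset correlation, so a pass at the preset alone is weak evidence. With an estimated correlation 24 passed.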
